# The Rice GLYCINE-RICH PROTEIN 3 Confers Drought Tolerance by Regulating mRNA Stability of ROS Scavenging-Related Genes

**DOI:** 10.1186/s12284-021-00473-0

**Published:** 2021-03-19

**Authors:** Jae Sung Shim, Su-Hyun Park, Dong-Keun Lee, Youn Shic Kim, Soo-Chul Park, Mark Christian Felipe R. Redillas, Jun Sung Seo, Ju-Kon Kim

**Keywords:** *OsGRP3*, Drought tolerance, Cytoplasmic foci, RNA-IP, mRNA stability

## Abstract

**Background:**

Plant glycine-rich proteins are categorized into several classes based on their protein structures. The glycine-rich RNA binding proteins (GRPs) are members of class IV subfamily possessing N-terminus RNA-recognition motifs (RRMs) and proposed to be involved in post-transcriptional regulation of its target transcripts. GRPs are involved in developmental process and cellular stress responses, but the molecular mechanisms underlying these regulations are still elusive.

**Results:**

Here, we report the functional characterization of rice *GLYCINE-RICH PROTEIN 3* (*OsGRP3*) and its physiological roles in drought stress response. Both drought stress and ABA induce the expression of *OsGRP3*. Transgenic plants overexpressing *OsGRP3* (*OsGRP3*^*OE*^) exhibited tolerance while knock-down plants (*OsGRP3*^*KD*^) were susceptible to drought compared to the non-transgenic control. In vivo*,* subcellular localization analysis revealed that OsGRP3-GFP was transported from cytoplasm/nucleus into cytoplasmic foci following exposure to ABA and mannitol treatments. Comparative transcriptomic analysis between *OsGRP3*^*OE*^ and *OsGRP3*^*KD*^ plants suggests that OsGRP3 is involved in the regulation of the ROS related genes. RNA-immunoprecipitation analysis revealed the associations of OsGRP3 with *PATHOGENESIS RELATED GENE 5* (*PR5*), *METALLOTHIONEIN 1d* (*MT1d*), *4,5-DOPA-DIOXYGENASE* (*DOPA*), and *LIPOXYGENASE* (*LOX*) transcripts. The half-life analysis showed that *PR5* transcripts decayed slower in *OsGRP3*^*OE*^ but faster in *OsGRP3*^*KD*^, while *MT1d* and *LOX* transcripts decayed faster in *OsGRP3*^*OE*^ but slower in *OsGRP3*^*KD*^ plants. H_2_O_2_ accumulation was reduced in *OsGRP3*^*OE*^ and increased in *OsGRP3*^*KD*^ plants compared to non-transgenic plants (NT) under drought stress.

**Conclusion:**

*OsGRP3* plays a positive regulator in rice drought tolerance and modulates the transcript level and mRNA stability of stress-responsive genes, including ROS-related genes. Moreover, *OsGRP3* contributes to the reduction of ROS accumulation during drought stress. Our results suggested that *OsGRP3* alleviates ROS accumulation by regulating ROS-related genes’ mRNA stability under drought stress, which confers drought tolerance.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12284-021-00473-0.

## Background

RNA–binding proteins play important roles in cellular processes by regulating gene expression at post-transcriptional levels, which involves mRNA stability, RNA splicing as well as RNA transport. Since the plant glycine-rich (GR) proteins were first discovered in petunia 30 years ago (Condit and Meagher 1986), multi-functional roles of these proteins have been reported in development and response to several biotic and abiotic stimuli (Ciuzan et al. 2015; Magdalena and Michal 2018). Glycine-rich proteins are categorized into four classes based on their protein structures. The biggest difference among the four classes is that class I to III have a signal peptide (SP) while class IV has an RNA-recognition motif (RRM) or cold shock domain (CSD) at the N-terminus. Class I represents only a simple structure containing SP and GR motifs, and class II is similar to class I except for the cysteine-rich region at the C-terminus. Genes belonging to class I and II function in plant cell wall development and organ growth (Park et al. 2001; Ringli et al. 2001). Class III has an additional oleosins domain between SP and GR regions. The glycine-rich RNA binding proteins (GRPs) are members of class IV subfamily possessing N-terminus RRMs in addition to C-terminal GR regions, and proposed to be involved in post-transcriptional regulation of its target transcripts (Kang et al. 2013; Ciuzan et al. 2015; Magdalena and Michal 2018).

Diverse biological activities of plant *GRP*s have been reported over the last decade (Kim et al. 2007b; Kim et al. 2008; Streitner et al. 2010; Yang et al. 2014). Plant *GRPs* are involved in seed germination, seedling growth, flowering time, and stress tolerance (Fusaro et al. 2007; Kim et al. 2008; Kim et al. 2010; Löhr et al. 2014; Yang et al. 2014). The Arabidopsis *AtGRP7*, one of the most-well characterized *GRP*s, regulates gibberellin (GA)-mediated stem growth by down-regulating GA biosynthesis (Löhr et al. 2014). Also, the heterologous expression of *AtGRP7* complemented the cold-sensitive phenotype of *E. coli* strain BX04, which lacks four cold shock proteins (Kim et al. 2007c). Similarly, overexpression of *AtGRP7* increases the tolerance of plants against low temperatures and freezing stress in Arabidopsis (Kim et al. 2008). *AtGRP7* also functions as a negative regulator for seed germination and seedling growth under dehydration and high salinity conditions (Kim et al. 2008).

To understand the molecular functions of GRPs, efforts to identify GRP-interacting RNAs were continued together with revealing the biological activity of GRPs. AtGRP7 possesses RNA chaperone activity and its N-terminal RRM and GR motifs are crucial for RNA chaperone activity (Kim et al. 2007c; Kwak et al. 2011). AtGRP7 preferentially interacts with U/C-rich RNA sequences (Meyer et al. 2017). Global transcript profiling also revealed that RNAs involved in biotic and abiotic stresses are accumulated in *AtGRP7* overexpressing plants (Streitner et al. 2010). Through RNA-immunoprecipitation (RNA-IP) assay, AtGRP7 appears to bind with transcripts of stress- and antioxidant-related genes in vivo, including *AtGRP7*, *COR15A/B*, *PR4*, *WRKY33,* and *MT2A* (Meyer et al. 2017). Besides, AtGRP7 and AtGRP8 can bind to each other’s mRNAs, affecting alternative splicing of each other (Schoning et al. 2008).

RNA-binding proteins can also shuttle mRNA from the nucleus to the cytoplasm (Kedersha et al. 2005; Thanin and Julia 2018). In Arabidopsis, AtGRP2 and 7 are localized in both nucleus and cytoplasm and involved in mRNA export (Fusaro et al. 2007; Kim et al. 2008; Lummer et al. 2011). There is also evidence showing that GRPs coordinately regulate the cytoplasmic processing of the mRNA targets under stress conditions. In Arabidopsis, AtGRP2, 7, and 8 were isolated as major components of messenger ribonucleoprotein complexes (mRNPs) under oxidative stress conditions (Schmidt et al. 2010). In mammal, the glycine-rich domain mediates the formation of cytoplasmic mRNP aggregates such as processing bodies and stress granules in which mRNA degradation and storage occur (Wolozin 2012).

Compared with progress on molecular functions of Arabidopsis GRPs, there are relatively few achievements on the functional characterization of rice GRPs. Early studies were focused on the tissue-specific expression patterns of *OsGRP*s (Xu et al. 1995; Liu et al. 2003). Kim et al. (2010) investigated the functional redundancy of Arabidopsis and rice *GRP*s in cold adaptation responses. They found that *OsGRP1, 4*, and *6* possess RNA chaperone activity and play a role in the cold adaptation process. Heterologous expression of rice *OsGRP4* and *OsGRP6* rescued a defect in the export of mRNA caused by a mutation in *AtGRP7* (Kim et al. 2010). These results suggest that GRPs in rice and Arabidopsis are functionally conserved and also function as RNA chaperones during the cold adaptation process. Different from their functional conservation in cold adaptation responses, GRP proteins play different functions in drought stress in Arabidopsis and rice. In Arabidopsis, *AtGRP7* is a negative regulator of seed germination and seedling growth under dehydration and high salinity conditions (Kim et al. 2008). They also found that stomatal closure was delayed in *AtGRP7* overexpressing plants under dehydration and high salinity conditions. Interestingly, overexpression of *AtGRP7* in rice conferred drought tolerance at both vegetative and reproductive stages (Yang et al. 2014). These results brought up the possibility that the roles of GRPs in drought response is different in Arabidopsis and rice.

In this study, we functionally characterized the rice glycine-rich protein *OsGRP3* and uncovered its roles in plants under drought stress. The expression of *OsGRP3* was found to be induced by ABA as well as drought stress. OsGRP3 proteins form cytoplasmic foci upon exposure to ABA and mannitol treatments. Through a combination of transcript profiling and RNA-IP-coupled qRT-PCR analysis, we screened *OsGRP3* target genes involved in ROS regulation and identified several OsGRP3-associating target mRNA transcripts. Furthermore, half-life analysis revealed that *OsGRP3* has roles in regulating the stability of its target mRNA, thus altering the tolerance of plants to drought stress. Taken together, we show that *OsGRP3* has important roles in drought tolerance by modulating the stability of its target transcripts involved in drought response and ROS regulation.

## Results

### OsGRP3 Is a Drought-Inducible Glycine-Rich-RNA Binding Protein

To characterize the function of *OsGRP3* in rice, we first analyzed the amino acid sequences of rice GRPs and compared it against publicly available Arabidopsis GRP sequences. The phylogenetic analysis formed a clade consisting of *OsGRP3* and Arabidopsis *AtGRP1*, *AtGRP7* and *AtGRP8* (Fig. S1a). The RRM was highly conserved in both rice and Arabidopsis GRPs, but the length of the glycine-rich domain was diverse between the analyzed protein sequences (Fig. S1a). OsGRP3 possessed an RRM motif with a relatively longer glycine-rich domain (Fig. S1b). Among 6 annotated *OsGRP*s, *OsGRP3* expression was significantly higher (Fig. 1a). *GRP*s are reported to show tissue- and developmentally-specific expression patterns (Magdalena and Michal 2018). Thus, we examined the expression patterns of *OsGRP3* in various tissues at different developmental stages. *OsGRP3* expression was detected in all tested tissues (Fig. 1b and S2). To investigate spatial expression patterns of *OsGRP3* in detail, we generated transgenic rice plants expressing *GFP* under the control of the *OsGRP3* promoter (*pOsGRP3::GFP*) (Fig. 1c). GFP fluorescence was widely detected in both leaves and roots of rice plants with high GFP fluorescence in guard cells (Fig. 1c). These data indicate that *OsGRP3* is abundantly expressed in both leaves and roots of rice plants. We next analyzed expression patterns of *OsGRPs* in rice plants when exposed to drought conditions. *OsGRP3* exhibited a positive response against drought (air-drying) (Fig. 1d) as well as *OsGRP2* and *OsGRP4* (Fig. S3). ABA treatments also triggered a positive response in *OsGRP3* expression suggesting that its expression follows an ABA-dependent pathway (Fig. 1e). Taken together, these results indicate that *OsGRP3* is highly expressed in rice plants and is further induced by drought and ABA treatments.

**Fig. 1:**
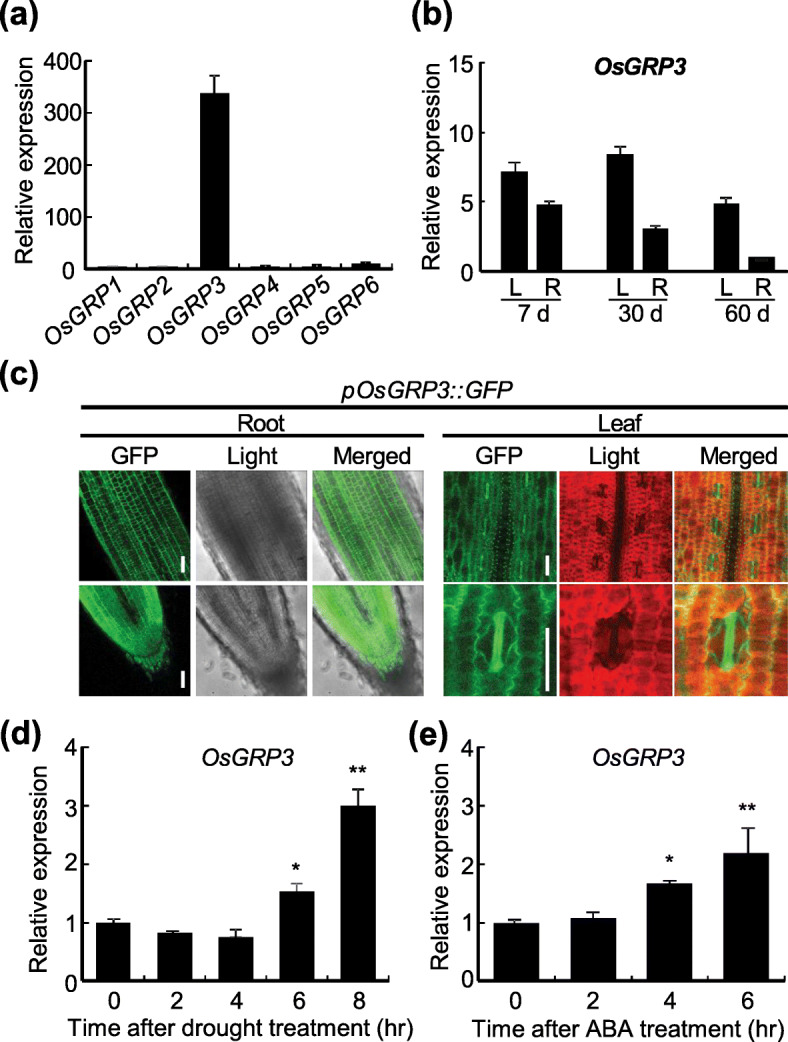
Expression of *OsGRP3* in rice plants under drought conditions. **a** qRT-PCR analysis was performed for measuring endogenous expression levels of six annotated *OsGRP*s using RNAs extracted from leaves of two-week-old rice seedlings. **b** Expression levels of *OsGRP3* in leaves and roots of rice plants at different developmental stages were analyzed using qRT-PCR. Rice *UBIQUITIN* (*OsUBI*) was used as an internal control for normalization. **a** and **b** Data represent the mean value ± standard deviation (SD) (*n* = 3, biological replicates). **c** The activity of *OsGRP3* promoter was analyzed by detecting GFP fluorescence in two-week-old *pOsGRP3::GFP* transgenic plants. Bar = 30 μm. Two-week-old rice seedlings were exposed to **d** drought stress and **e** 0.1 mM ABA. Leaves of rice seedlings were harvested at an indicated time points after the treatments. Rice *UBIQUITIN* (*OsUBI*) was used as an internal control for normalization. **d** and **e** Data represent the mean value ± standard deviation (SD) (*n* = 3, biological replicates). Asterisks indicate a statistically significant difference compared with 0 h. *P < 0.05, **P < 0.01; One-way ANOVA

### Overexpression of *OsGRP3* Confers Drought Tolerance in Rice

To investigate the physiological functions of *OsGRP3* in drought stress response, we generated transgenic plants overexpressing *OsGRP3* (*OsGRP3*^*OE*^) and RNAi-mediated knockdown lines (*OsGRP3*^*KD*^). To generate gene specific knockdown transgenic plants, we used *OsGRP3*-specific fragment designed at 3′ untranslated region of 173 bps. Thirty independent transgenic lines from each expression system were screened and shortlisted normally growing plants to eliminate the possible effects of somaclonal variations. Based on the expression levels of *OsGRP3,* three single-copy lines were selected from each expression system for further analysis. The *OsGRP3*^*OE*^ transgenic plants showed approximately 4-fold higher expression of *OsGRP3* than non-transgenic (NT) control plants (Fig. 2a) while *OsGRP3*^*KD*^ transgenic plants showed approximately 10-fold lower expression than in NT plants (Fig. 2). To evaluate the performance of the plants under drought conditions, selected transgenic plants (T3) and NT plants were grown in a greenhouse for 4 weeks and subjected to drought stress by withholding water for up to 3 days. Soil moisture content during drought treatments was monitored to make sure that stress treatments were uniformly applied (Fig. 2c). Drought-induced visual symptoms such as leaf rolling and wilting appeared earlier in NT than in *OsGRP3*^*OE*^ transgenic plants (Fig. 2d and S4) while *OsGRP3*^*KD*^ transgenic plants were indistinguishable from NT plants during drought treatments (Fig. 2d). After re-watering, *OsGRP3*^*OE*^ plants started to recuperate from drought-induced damages while NT and *OsGRP3*^*KD*^ plants continuously withered (Fig. 2d and S4). The enhanced tolerance of *OsGRP3*^*OE*^ transgenic plants to drought stress was further supported by a higher survival rate compared to NT plants (Fig. 2e). Since drought stress negatively affects photosynthetic efficiency of plants (Pinheiro and Chaves 2010), the degree of drought tolerance was further analyzed by measuring photochemical efficiency (*Fv/Fm*) of photosystem II in plants. *Fv/Fm* value in NT plants started to decrease 1 day after drought treatments and continued to decrease during the drought treatments (Fig. 2f). *OsGRP3*^*OE*^ plants, on the other hand, showed a slower decrease of *Fv/Fm* value than NT control plants during the drought treatments (Fig. 2f). Next, we applied the mild-drought condition by withholding water for up to 2 days to compare to drought phenotype between *OsGRP3*^*KD*^ plants and NT plants. Drought-induced visual symptoms appeared earlier in *OsGRP3*^*KD*^ plants than NT plants (Fig. 2g). The reduced tolerance of *OsGRP3*^*KD*^ transgenic plants to drought stress was further supported by a significant lower survival rate compared to NT plants (Fig. 2h), and *OsGRP3*^*KD*^ plants, on the other hand, showed a faster decrease of *Fv/Fm* value than NT control plants during the drought treatments (Fig. 2i). Taken together, these results indicate that overexpression of *OsGRP3* improves and knock-down of *OsGRP3* reduce drought tolerance in plants.

**Fig. 2:**
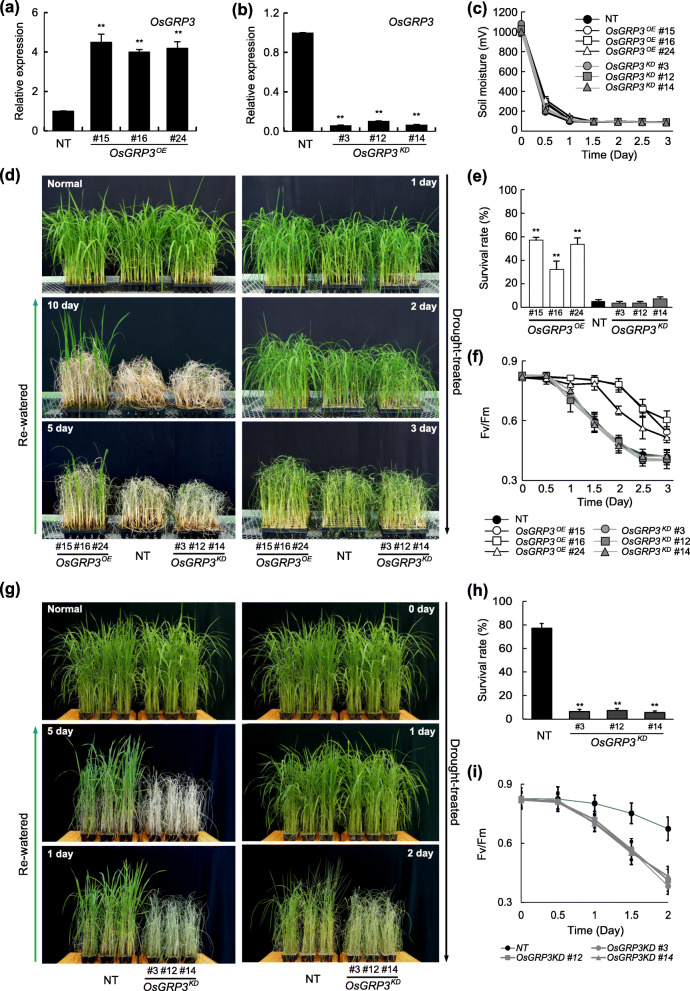
Overexpression of *OsGRP3* enhances drought tolerance in rice. Relative expression levels of *OsGRP3* in OsGRP3 overexpressing (*OsGRP3*^*OE*^) (**a**) and RNAi-mediated *OsGRP3* suppressing (*OsGRP3*^*KD*^) (**b**) transgenic plants. Total RNAs were extracted from leaves of two-week-old rice seedlings and used for qRT-PCR analysis. Rice *UBIQUITIN* (*OsUBI*) was used as an internal control for normalization. **a** and **b** Data represent the mean value ± standard deviation (SD) (*n* = 3, biological replicates). **c** Soil moisture content was monitored during drought treatment. Data represent the mean value ± standard deviation (SD) of 30 independent measurements performed at different locations of pots. **d** The drought-induced symptoms of non-transgenic (NT), *OsGRP3*^*OE*^ and *OsGRP3*^*KD*^ transgenic plants during drought stress and re-watering were visualized by taking pictures at indicated time points. **e** The survival rate of NT, *OsGRP3*^*OE*^ and *OsGRP3*^*KD*^ transgenic plants was calculated by counting the number of plants recovered from drought stress after re-watering. **f** Photochemical efficiency was analyzed by measuring the leaf chlorophyll fluorescence (F_v_/F_m_) of non-transgenic (NT), *OsGRP3*^*OE*^ and *OsGRP3*^*KD*^ transgenic plants during drought treatments. **g** The drought-induced symptoms of NT, *OsGRP3*^*OE*^ and *OsGRP3*^*KD*^ transgenic plants during drought stress and re-watering were visualized by taking pictures at indicated time points. **h** The survival rate of NT, *OsGRP3*^*OE*^ and *OsGRP3*^*KD*^ transgenic plants was calculated by counting the number of plants recovered from drought stress after re-watering. **i** F_v_/F_m_ value of NT and *OsGRP3*^*KD*^ transgenic plants during drought treatments. Value for each time point represents the mean ± standard deviation (SD) (*n* = 30, number of plants). Asterisks indicate a statistically significant difference compared with NT. **P < 0.01; One-way ANOVA

### OsGRP3 Proteins Are Localized in RNA Processing Sites

Functions of RNA-binding proteins differ depending on their subcellular localization (Thanin and Julia 2018). To determine the subcellular localization of OsGRP3, we generated transgenic plants expressing OsGRP3-GFP fusion protein under the control of the *OsCc1* constitutive overexpression promoter (*OsGRP3-GFP*^*OE*^). Drought tolerance of *OsGRP3-GFP*^*OE*^ transgenic plants was confirmed so that GFP tagging did not disturb the function of OsGRP3 (Fig. S5). GFP fluorescence signals were detected in roots (Fig. 3a) and leaf nuclei (Fig. S5d) of the transgenic plants. We also observed GFP signals in the cytoplasmic membrane of both leaf and root tissues that is typical patterns shown by cytosolic proteins (Fig. 3a and S5d). To confirm the nuclear localization of OsGRP3, we expressed OsGRP3-GFP fusion protein under control of cauliflower mosaic virus *35S* promoter (*35S::OsGRP-GFP*) in rice protoplasts together with OsNF-YA7-mCherry fusion protein as a positive control for nuclear localization (Lee et al. 2015). When OsGRP3-GFP was co-expressed with OsNF-YA7-mCherry in rice protoplasts, fluorescent signals of OsGRP3-GFP overlapped with OsNF-YA5-mCherry but it was also detected in cytosol confirming that OsGRP3 is localized in both nucleus and cytosolic region of plant cells (Fig. 3b).

**Fig. 3:**
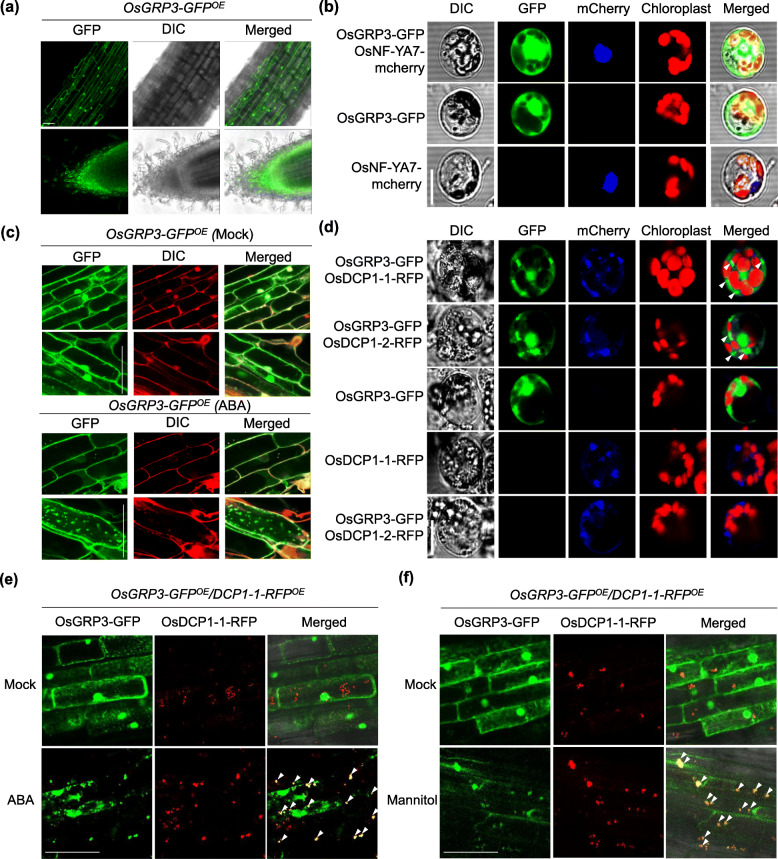
Change of subcellular localization of OsGRP3 in response to abiotic stresses. **a** Subcellular localization of OsGRP3 was visualized by detecting GFP fluorescence in roots of *OsCc1::OsGRP3-GFP* (*OsGRP3-GFP*^*OE*^) transgenic plants under normal growth conditions. Bar = 30 μm. **b** OsGRP3-GFP and OsNF-YA7-mCherry were transformed into rice protoplasts. Fluorescence of GFP, mCherry, and chloroplast was analyzed using confocal microscopy. Bar = 10 μm. **c** GFP Fluorescence in roots of *OsGRP3-GFP*^*OE*^ transgenic plants was analyzed 6 h after treatment with ABA. Propidium iodide (PI) staining was used for visualizing outlines of root cells. Bar = 30 μm **d** Fluorescence of GFP, RFP and chloroplast were analyzed in the transformed protoplasts 6 h after ABA treatment using confocal microscopy. Bar = 10 μm. GFP Fluorescence in roots of *OsGRP3-GFP*^*OE*^*/ DCP1–1-RFP*^*OE*^ transgenic plants was analyzed 6 h after treatment with ABA (**e**) and Mannitol (**f**). Bar = 30 μm. White arrows indicate co-localized sites of OsGRP3 and OsDCP1

Since environmental stresses affect not only the expression of RNA-binding proteins but also their localizations (Bogamuwa and Jang 2013; Jan et al. 2013), we investigated how OsGRP3 behaves when plants are exposed to stress conditions. When treated with ABA, GFP fluorescence of *OsGRP3-GFP* ^*OE*^ plants, which were highly concentrated in the nucleus, appeared to disperse into the cytoplasm and formed cytoplasmic foci both in roots (Fig. 3c and S6a) and leaves (Fig. S6b). These foci started to form when ABA concentration was over 10 μM (Fig. S6a). Similarly, *OsGRP3-GFP* ^*OE*^ plants also showed distinct foci formation in the cytoplasm after mannitol treatments (Fig. 3f).

Since the localization of OsGRP3 in cytoplasmic foci was only detected under stress conditions, we hypothesized that OsGRP3 is transported into processing bodies (P-bodies) or stress granules under stress conditions. P-bodies and stress granules are dynamic cytosolic aggregates induced under stress conditions that play important roles in the regulation of mRNA stability (Thanin and Julia 2018). To determine whether OsGRP3 is associated with either P-bodies or stress granules, we constructed vectors expressing two rice orthologs of Arabidopsis DECAPPING 1 (DCP1) (OsDCP1–1 and OsDCP1–2) fused to RFP (OsDCP1–1-RFP and OsDCP1–2-RFP) and a rice ortholog of Arabidopsis POLY (A) BINDING PROTEIN 8 (OsPABP8) fused to RFP (OsPABP8-RFP) for visualizing P-bodies and stress granules, respectively. We then co-transformed OsGRP3-GFP into rice protoplasts together with OsDCP1-RFP or OsPABP8-RFP. GFP fluorescence of OsGRP3-GFP clearly overlapped with RFP fluorescence of OsDCP1-RFP after ABA (Fig. 3d) and mannitol treatments (Fig. S7). These co-localization of OsGRP3 in protoplasts was further verified by using transgenic roots co-overexpressing *OsGRP3-GFP* and *OsDCP1–1-RFP*. Consistent with results from protoplasts, OsGRP3 and OsDCP1–1 were co-localized at cytoplasmic foci (P-body) upon ABA and mannitol treatments (Fig. 3e and f). Unexpectedly, no clear cytoplasmic foci formation of OsPABP8-RFP was detected in rice protoplasts after both ABA and mannitol treatments, while RFP fluorescence of OsPABP8-RFP was detected in cytoplasmic foci when the protoplasts were treated with heat stress (Fig. S8). Under heat stress, OsGRP3-GFP and OsPABP8-RFP showed co-localization in the cytosolic foci (Fig. S8). Collectively, these results suggest that OsGRP3 associated with P-bodies as well as stress granules in response to abiotic stresses.

### Identification of Genes Regulated by *OsGRP3*

To identify the genes in the *OsGRP3*-mediated drought tolerance pathway, we performed RNA-sequencing analysis to isolate gene expression profiles in *OsGRP3*^*OX*^ and *OsGRP3*^*KD*^ plants compared with NT plants. 

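Messenger RNA from rice leaves was sequenced in 4 groups of plants, with 2 libraries per group. The groups were *OsGRP3* OE plants and the NT plants of their cultivar Nakdong, and *OsGRP3* KD plants, in which RNA interference targets *OsGRP3*, and the NT plants of their cultivar Dongjin. The methods and the sample labels give an age of 4 weeks, and the legend of Fig. 4 gives 2 weeks for the NT and *OsGRP3* OE plants. The authors deposited a read count, an FPKM value (scaled to transcript length and library size) and a TPM value (scaled so that every library has the same sum) for each of 37869 annotated genes of the rice reference genome IRGSP-1.0, and a file per library with the coverage of each transcript and exon. The headers of these files name HISAT alignments and StringTie with its setting for stranded reads, while the paper's methods name single-end reads and TopHat. The methods name a TruSeq RNA kit and the sample labels name its stranded version. The deposited counts were made from StringTie coverage, since in each library at least 99.995% of the genes had a count equal to coverage times transcript length divided by read length, rounded up for each transcript and summed over the gene. They are therefore estimated counts, already whole, and a gene's value depends on how StringTie assigned reads to its transcripts. The total count was 30159603 and 38940899 in the NT Nakdong libraries, 30446472 and 27662050 in the *OsGRP3* OE libraries, 25836946 and 33770403 in the NT Dongjin libraries, and 30254075 and 27719989 in the *OsGRP3* KD libraries. The replicates of each group differed by more than the sampling noise of their counts, with a chi-square per degree of freedom of 8.39 for NT Nakdong, 25.4 for *OsGRP3* OE, 4.02 for NT Dongjin and 22 for *OsGRP3* KD.

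The counts were normalized for library size by the TMM method of edgeR and tested by its quasi-likelihood test, in a single fit over all 8 libraries with a mean for each group. The 24383 genes that passed edgeR's filter on low counts were tested, and each transgenic line was compared with the NT plants of its own cultivar. Genes were counted at the paper's threshold of at least 2-fold with an unadjusted p under 0.05, and also at 2-fold with a Benjamini-Hochberg adjusted p under 0.05. Pearson's r across genes, of log2 counts scaled to library size (CPM), was 0.961 to 0.988 between the replicates of a group. Between groups it was 0.944 to 0.945 for NT Nakdong with *OsGRP3* OE and 0.919 to 0.936 for NT Nakdong with *OsGRP3* KD, but 0.812 to 0.822 for NT Dongjin with *OsGRP3* KD and 0.773 to 0.778 for NT Dongjin with NT Nakdong. The NT Dongjin libraries also differed in how reads were spread along transcripts. Over 3295 genes with a single transcript, at least 3 exons and a coverage of at least 5 in every library, the median log2 ratio of first exon to last exon coverage was -0.5 and -0.43 in the NT Dongjin libraries and between -2.02 and -1.66 in the other 6 libraries. Coverage was thus nearly even in NT Dongjin and weighted to the 3′ end in the rest. Since no *OsGRP3* KD library has the even coverage and both NT Dongjin libraries do, the NT Dongjin libraries are called a batch here. The cause of their coverage is not known. Levels of clock and expansin genes also set these libraries apart, so they may differ in time of harvest or tissue as well. This batch and the knockdown cannot be told apart in the comparison of *OsGRP3* KD with NT plants.

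**Figure D1:**
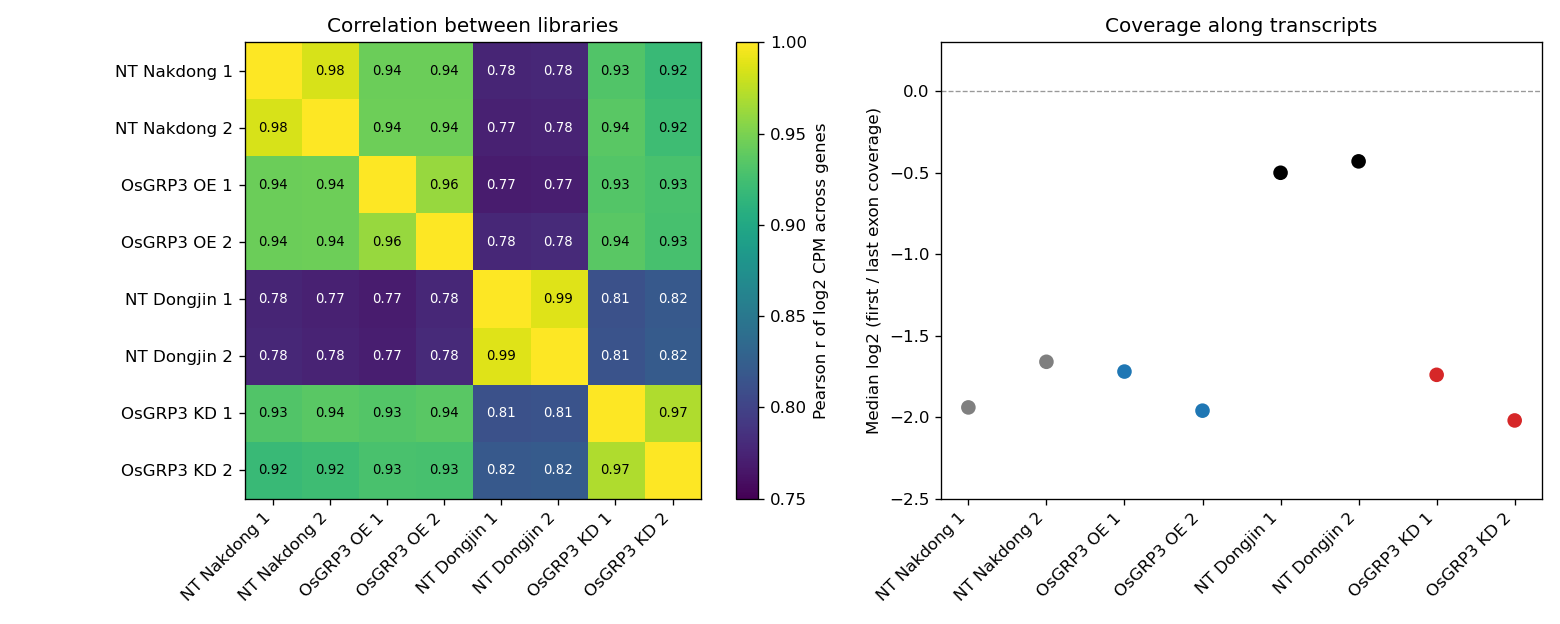
Left, Pearson's r of log2 CPM across genes for each pair of the 8 libraries, where the NT Dongjin libraries correlate at 0.769 to 0.822 with the other 6. Right, the median log2 ratio of first exon to last exon coverage in each library, where a value of 0 (dashed line) means even coverage and the NT Dongjin libraries lie at -0.5 and -0.43.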

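The level of *OsGRP3* itself was examined first. *OsGRP3* (Os03g0670700) lies on the plus strand of chromosome 3 of IRGSP-1.0 from 26460057 to 26461156, with 4 annotated transcripts. Its level was 1210 ± 55.6 CPM (SD, n = 2) in NT Nakdong and 1730 ± 283 CPM (SD, n = 2) in *OsGRP3* OE plants, a log2 fold change of 0.51 (standard error 0.12, adjusted p = 0.0666 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was 401 ± 2.29 CPM (SD, n = 2) in NT Dongjin and 335 ± 14.5 CPM (SD, n = 2) in *OsGRP3* KD plants, a log2 fold change of -0.26 (standard error 0.12, adjusted p = 0.0761) in the comparison that is confounded with the NT Dongjin batch. Both *OsGRP3* OE libraries lay above both NT Nakdong libraries and both *OsGRP3* KD libraries below both NT Dongjin libraries, but neither change reached 2-fold or passed the adjusted threshold. The difference between the changes in the transgenic lines, which that batch enters too, was 0.77 on the log2 scale (adjusted p = 0.00397 from the same fit). The knockdown construct carries the 3′ untranslated region of *OsGRP3*, so reads of its own transcript could hide part of the fall. Scaled to library size, last exon coverage was 22.3 and 22 in *OsGRP3* KD against 17 and 18.5 in NT Dongjin libraries. First exon coverage was 68.3 and 65.4 against 94.7 and 92.1. The difference in coverage along transcripts may account for this too. The paper's qRT-PCR gave larger changes in both lines. When each library was left out in turn, the log2 fold change stayed between 0.34 and 0.67 in *OsGRP3* OE and between -0.31 and -0.22 in *OsGRP3* KD plants. A gene-by-gene comparison of quantile-normalized log2(FPKM + 1) moved the value in *OsGRP3* KD plants the most, to -0.58. Across the alternatives the adjusted p ranged from 0.000125 with DESeq2 to 0.688 in *OsGRP3* OE and from 0.0106 with DESeq2 to 0.22 in *OsGRP3* KD plants. The value of 0.688 is from the gene-by-gene comparison, which recovered 0% of the changed genes of simulated data after adjustment, and without it the highest in *OsGRP3* OE plants was 0.462, with counts of the 3′-most exon, an analysis chosen after the data were seen.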

A cutoff change of at least two-fold was used to isolate up- and down-regulated genes by *OsGRP3*. 

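In the comparison of *OsGRP3* OE with NT Nakdong plants, 425 genes were up-regulated and 633 down-regulated by at least 2-fold with an unadjusted p under 0.05. These 1058 genes are 4.34% of the genes tested. An unadjusted p under 0.05 without regard to fold was found for 3432 genes, against the 1219 that chance would give. After Benjamini-Hochberg adjustment, 151 up-regulated and 208 down-regulated genes remained past 2-fold. These numbers depended on the filter, the values and the test. With at least 10 counts in every library, 154 genes were up-regulated and 220 down-regulated at the unadjusted threshold. A gene-by-gene comparison of quantile-normalized log2(FPKM + 1) gave 148 up-regulated and 176 down-regulated genes at the same threshold and shared 319 of the 1058 genes, and after adjustment, where it recovered 0% of the changed genes of simulated data, it left 5 and 11.

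The strongest changes were taken from the genes past the adjusted threshold with a mean of at least 1 on the log2 CPM scale. A gene at 0 in a group has a lower mean for that reason, so this filter can leave out large changes. In all, 23 genes fell from at least 5 CPM to 0 in both *OsGRP3* OE libraries and 21 did the reverse, and only some are named. The genes below are the strongest among those that passed, not among all genes tested. The largest rise was in Os11g0588600, an NB-ARC domain gene on chromosome 11 from 22328967 to 22333982, which had 0 counts in both NT Nakdong libraries and 2088 and 1944 counts in the *OsGRP3* OE libraries, at least 1640-fold higher. Os06g0559600, a hypothetical conserved gene on chromosome 6, followed with a log2 fold change of 9.37 (standard error 0.76, adjusted p = 0.000294). Os06g0204100, a cytochrome P450 gene on chromosome 6 from 5265125 to 5268373, rose from 6 and 4 counts to 2483 and 2002 counts, a log2 fold change of 9.05 (standard error 0.24, adjusted p = 8.1e-06). The thionin-like genes Os07g0430501 and Os07g0432201 rose by 5.16 and 5.05 on the log2 scale, though reads of such similar genes could have been split between them by the authors' counting. The *OsGRP3* OE replicates differed, with 290 and 795 counts of Os07g0430501 and 873 and 2811 of Os07g0432201. With a library left out, the log2 changes were from 4.2 to 5.73 and from 3.92 to 5.67. Os11g0540600, a DUF247 family gene on chromosome 11 from 19756568 to 19762592, fell from 2956 and 3681 counts to 0 in both *OsGRP3* OE libraries, at least 1810-fold lower. Os07g0597400, a conserved hypothetical gene on chromosome 7, fell from 2037 and 2688 counts to 0, at least 1290-fold lower. The neighbouring genes Os11g0685700, which is similar to WRKY transcription factor 61, and Os11g0685600 fell with log2 changes of -6.57 and -4.71, and the receptor-like kinase gene Os01g0114300 fell with a log2 change of -4.12 (standard error 0.16, adjusted p = 3.3e-06). Os11g0685600 and Os11g0685700 had 0 counts in *OsGRP3* OE replicate 2, and without *OsGRP3* OE replicate 1 their log2 changes were -12.19 and -12.62. Without NT Nakdong replicate 1, the log2 change of Os06g0559600 was 13.3. The adjusted p of Os11g0685600 was not under 0.05 in 4 of 9 alternatives, with 0.434 gene by gene on quantile-normalized log2(FPKM + 1) and otherwise at most 0.0986, with DESeq2. Those of Os06g0559600, Os07g0430501 and Os07g0432201 were each not under 0.05 in 2 of 10. Apart from the gene-by-gene comparison they were highest, at 0.0731, 0.0692 and 0.0742, with limma on unfiltered log2(FPKM + 1). Genes present in every library of a single group, at 5 CPM or more, and absent from the other were neighbours along the chromosomes more often than random genes, with 6 adjacent pairs among 44 genes against 0.11 expected, and Os11g0588600, Os11g0540600 and Os07g0597400 are of this kind.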

The analysis revealed that *OsGRP3*^*OX*^ plants contained 195 up-regulated and 190 down-regulated genes compared with NT plants (Fig. 4a and Table S2). Among the 195 up-regulated transcripts, 45 genes belonged to the gene ontology (GO) category of response to abiotic and/or biotic stress and defense (Fig. 4b). The majority of these genes were categorized into defense- and stress-related genes and interestingly many *pathogenesis-related* (*PR*) genes were up-regulated (Fig. 4c and Table S3). This high frequency of defense- and stress-related genes affected by *OsGRP3* overexpression suggests that *OsGRP3* is closely associated with biotic and abiotic stress responses.

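Table S3 lists 27 defense- and stress-related genes, when Os12g0555000 is added from Fig. 4c in place of an identifier that the table gives more than once. Of these, 24 passed the filter on low counts, and 17 had a higher and 7 a lower mean level in *OsGRP3* OE than in NT Nakdong plants, with a median log2 fold change of 0.48. Over the alternatives that keep all libraries the median was lowest, at 0.11, with limma on log2(FPKM + 0.1). Its sign rests on *OsGRP3* OE replicate 1, without which it was -0.12, with 11 higher and 14 lower of the 26 genes that then passed the filter. At 2-fold with an unadjusted p under 0.05, 2 of the 24 genes were up-regulated and 3 down-regulated. Adjusted over the list alone, 0 were up-regulated and 2 down-regulated, and the numbers were the same when adjusted over all genes tested. The study chose the list on its own RNA sequencing, so the count over the list alone is not independent evidence. The up-regulated genes at the unadjusted threshold were *PR1a* (Os07g0129300), with 7 and 5 counts in NT Nakdong and 31 and 15 in *OsGRP3* OE libraries, and *PR2* (Os01g0713200), with 66 and 102 counts in NT Nakdong and 466 and 64 in *OsGRP3* OE libraries, where the log2 fold change of 1.93 was -0.06 without *OsGRP3* OE replicate 1. The genes down-regulated after adjustment were *OsPR10a* (Os12g0555500, chromosome 12 from 22600049 to 22601182), with a log2 fold change of -2.0 (standard error 0.3, adjusted p = 0.0102 from edgeR's quasi-likelihood test), and the chitinase gene Os10g0542900 (chromosome 10 from 21205700 to 21207611), with a log2 fold change of -1.87 (standard error 0.2, adjusted p = 0.00143). Over the alternatives their adjusted p ranged from 6.59e-05 to 0.533 and from 3.21e-17 to 0.406, in both with DESeq2 at the low end and a gene-by-gene comparison of quantile-normalized log2(FPKM + 1), which recovered 0% of the changed genes of simulated data after adjustment, at the high end. Apart from that comparison the highest values were 0.157 and 0.0442, with limma on unfiltered log2(FPKM + 1), and *OsPR10a* was not under 0.05 in 3 of 11 alternatives. *OsPR10* (Os03g0300400) had an adjusted p of 0.0444 with a log2 fold change of 0.7, short of 2-fold, and its adjusted p ranged from 0.000441 to 0.62 over the same alternatives and was not under 0.05 in 6 of 11.

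A wider set of 160 genes was taken by keywords for PR proteins from the descriptions in the deposited table, fixed before the data were examined. Its 114 tested members had a median log2 fold change of -0.08 in *OsGRP3* OE plants, with 50 higher and 64 lower (p = 0.107 from limma's camera test with a preset correlation of 0.01, and 0.143 adjusted over the 4 set tests made). In this set 2 genes were up-regulated and 11 down-regulated at the unadjusted threshold. Over the alternatives the camera p was lowest, at 0.0254, with only the 4 libraries of the comparison in the fit and highest, at 0.528, with an estimated correlation between genes.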

**Fig. 4:**
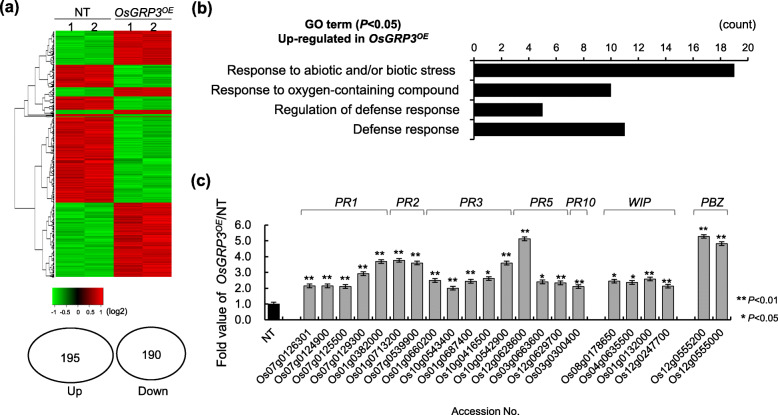
Identification of differentially expressed genes by OsGRP3 overexpression. RNA sequencing analysis were performed using RNAs extracted from two-week-old non-transgenic (NT) and OsGRP3 overexpressing (*OsGRP3*^*OE*^) transgenic plants. **a** Heat map analysis of differentially expressed genes (DEG) between NT and *OsGRP3*^*OE*^ transgenic plants. Van diagram indicates the number of up- and down-regulated DEGs in OsGRP3^OE^ plants than NT plants. **b** Gene ontology (GO) analysis of the up-regulated genes in *OsGRP3*^*OE*^ transgenic plants. **c** Fold increase the value of the up-regulated genes classified as biotic stress and defense categories through GO analysis. Data represent the mean value ± standard deviation (SD) (*n* = 2, biological replicates). Asterisks indicate a statistically significant difference compared with NT. *P < 0.05, **P < 0.01; Student t-test

We then isolated genes showing opposite expression patterns between *OsGRP3*^*OX*^ and *OsGRP3*^*KD*^ plants as candidate genes directly regulated by *OsGRP3* (Table S2 and S4). 

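In the comparison of *OsGRP3* KD with NT Dongjin plants, 6003 genes were up-regulated and 3471 down-regulated by at least 2-fold with an unadjusted p under 0.05. These 9474 genes are 38.9% of the genes tested, and 9169 of the calls, 5806 up and 3363 down, also passed the adjusted threshold. Among the genes called up after adjustment, 1049 had 0 counts in both NT Dongjin libraries. The median log2 fold change over all tested genes was 0.14, and 0 with limma on unfiltered log2(FPKM + 1). The gene-by-gene comparison of quantile-normalized log2(FPKM + 1) gave 2914 up-regulated and 2981 down-regulated genes, a different balance of the directions. The NT Dongjin libraries, a batch with even coverage, enter all of these numbers. Genes with longer transcripts had lower fold changes in *OsGRP3* KD plants, with a Spearman correlation of -0.4 across genes against -0.12 in *OsGRP3* OE plants. When counts were made from the 3′-most exon of each transcript alone, an analysis chosen after the data were seen, 6562 of 9064 called genes that could be tested were called again.

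The *OsGRP3* OE and *OsGRP3* KD comparisons share no library. At the unadjusted threshold, 260 genes had opposite calls, of which 56 were up-regulated in *OsGRP3* OE and down-regulated in *OsGRP3* KD plants and 204 the reverse. The same direction was called for 256 genes. If the calls of both comparisons were independent of each other, 216.3 opposite and 194.7 same-direction genes would be expected. With adjusted p-values in both comparisons, 63 genes had opposite calls and 82 the same direction, where 70.4 and 64.6 would be expected. Across all tested genes the log2 fold changes of both comparisons had a Pearson correlation of 0.04 and a Spearman correlation of 0.05, and the Pearson value was between 0 and 0.06 with each library left out in turn. Genes are not independent replicates, and no p-value was computed for these correlations. The tallies were 35 opposite and 46 same-direction genes in the gene-by-gene comparison of quantile-normalized log2(FPKM + 1), and 986 and 1511 at an unadjusted p under 0.05 without regard to fold.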

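Table 1 lists 16 genes, *OsGRP3* among them. As positively regulated it gives *OsGRP3*, *FX1*, *LEA17*, *PR5*, 3 *PR1* genes and a non-protein coding transcript (*NP*), and as negatively regulated *POX1*, *MT1d*, *CCD1*, *DOPA*, *LRR*, *LOX*, *SAM1* and a conserved hypothetical gene (CH). *NP* (Os07g0559000) had at most 11 counts in any library and was not tested. Of the other 15 genes, 10 changed in *OsGRP3* OE plants and 9 in *OsGRP3* KD plants in the direction of Table 1, and 5 did so in both. The sign in *OsGRP3* OE plants changed with a library left out for 5 of the 10, which were *LEA17*, *LOX* and the *PR1* genes, and *LEA17* and *LOX*, at -0.01 in *OsGRP3* OE plants, are among the 5 genes with the table's direction in both. With each library left out in turn this last number was 4 to 6, except for 8 without *OsGRP3* KD replicate 1. At 2-fold with an unadjusted p under 0.05, 3 genes were called in the table's direction in *OsGRP3* OE, 7 in *OsGRP3* KD and 1 in both, which was *SAM1*. The difference between the changes in *OsGRP3* OE and *OsGRP3* KD plants was itself tested. It had an adjusted p under 0.05 for 8 genes, of which 7 differed in the direction of Table 1 and 1, *PR5*, against it. Adjusted over the list alone the number was also 8, though the study chose the list on its own RNA sequencing. The 7 were *OsGRP3*, *POX1*, *CCD1*, *DOPA*, *LOX*, CH and *SAM1*. The batch of the NT Dongjin libraries enters this test. In *OsGRP3* OE plants *CCD1*, *DOPA* and CH were at 0.52, 0.41 and 0.09, against the table's direction, and *LOX* was at -0.01. *OsGRP3*, *POX1* and *SAM1* were at 0.51, -0.44 and -2.77, in the table's direction. It is not known whether the deposited libraries are those behind Table 1, since the FPKM values printed in Table S4 had a correlation of 0.364 to 0.535 with those of the deposited Dongjin libraries. Among the 7 tested genes of the positive group, 6 rose in *OsGRP3* OE and 2 fell in *OsGRP3* KD plants. Among the 8 genes of the negative group, 4 fell in *OsGRP3* OE and 7 rose in *OsGRP3* KD plants, the comparison in which the NT plants also differ in coverage along transcripts. With a minimum of 10 counts in every library, which removes genes absent from a group, 2 genes had the table's direction in both comparisons and 3 differed between them.

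**Figure D2:**
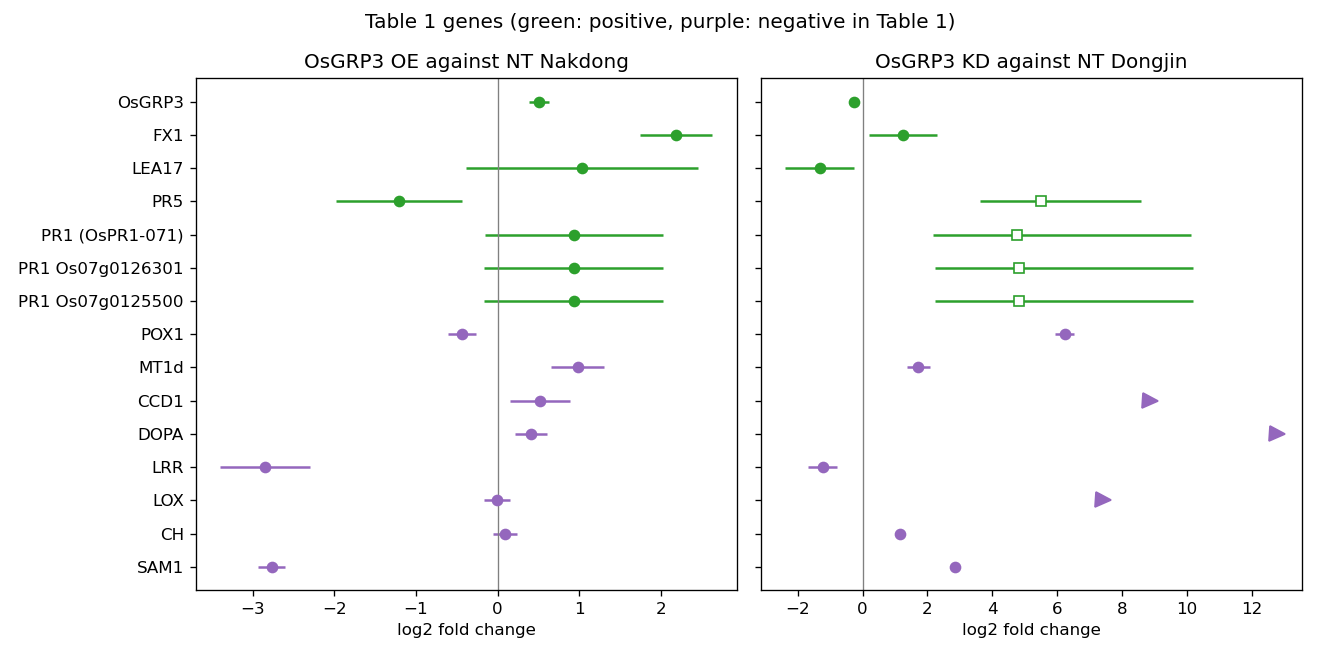
Log2 fold changes of the 15 tested genes of Table 1 in *OsGRP3* OE against NT Nakdong plants (left) and in *OsGRP3* KD against NT Dongjin plants (right), with n = 2 libraries per group. Circles are fitted values with the standard error as a bar, open squares are ratios of counts with their 95% counting interval where NT Dongjin had 1 to 3 counts in total, and triangles are lower bounds for genes with 0 counts in NT Dongjin. Table 1 gives the genes in green as positively and those in purple as negatively regulated, and 5 of the 15 lie on the sides that this predicts in both panels.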

Through these criteria, we finally isolated 15 genes as target candidates in the *OsGRP3*-mediated drought tolerance pathway (Table 1). 

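*FX1* (Os05g0369900, chromosome 5 from 17779880 to 17781705) rose from 3.63 ± 0.577 CPM (SD, n = 2) in NT Nakdong to 16.5 ± 6.63 CPM (SD, n = 2) in *OsGRP3* OE plants, a log2 fold change of 2.19 (standard error 0.44, adjusted p = 0.0399 from edgeR's quasi-likelihood test). Over the alternatives its adjusted p ranged from 1.41e-06 with DESeq2 to 0.507 in a gene-by-gene comparison of quantile-normalized log2(FPKM + 1), which recovered 0% of the changed genes of simulated data after adjustment. It was not under 0.05 in 4 of 10 alternatives, and apart from the gene-by-gene comparison it was highest, at 0.133, with limma on log2(FPKM + 0.1). In the Dongjin libraries *FX1* was near the limit of detection, with 6 and 0 counts in NT and 5 and 9 in *OsGRP3* KD plants, and no difference was detectable at this depth (adjusted p = 0.322). *PR5* (Os12g0629700, chromosome 12 from 26946904 to 26947698) had 107 and 166 counts in NT Nakdong and 37 and 58 in *OsGRP3* OE libraries, a log2 fold change of -1.21 (standard error 0.77, adjusted p = 0.531). It had 2 and 0 counts in NT Dongjin and 80 and 7 in *OsGRP3* KD libraries, a ratio of 45.7 with a 95% counting interval from 12.3 to 384 (adjusted p = 0.00738, not under 0.05 in 3 of 9 alternatives), and the size rests on *OsGRP3* KD replicate 1, without which the log2 fold change was 2.83 in place of 5.27.

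Of the genes in the negative group, *SAM1* (Os01g0293000, chromosome 1 from 10657543 to 10660137) changed most clearly in both lines. It fell from 7.49 ± 0.742 to 1.09 ± 0.0625 CPM in *OsGRP3* OE plants (SD, n = 2), with a log2 fold change of -2.77 (standard error 0.17, adjusted p = 5.71e-05), and rose from 4.57 ± 0.129 to 32.6 ± 4.19 CPM in *OsGRP3* KD plants (SD, n = 2), with a log2 fold change of 2.84 (standard error 0.15, adjusted p = 9.03e-07). The difference between both changes was -5.6 (adjusted p = 9.37e-07). *LRR* (Os01g0162300, chromosome 1) fell in both lines, with log2 fold changes of -2.85 in *OsGRP3* OE (standard error 0.55, adjusted p = 0.0344) and -1.23 in *OsGRP3* KD plants (standard error 0.45, adjusted p = 0.038), and the fall in *OsGRP3* OE plants rests on 9 and 2 counts. Over the alternatives the adjusted p of *LRR* ranged from 0.00203 to 0.407, the latter again gene by gene and otherwise at most 0.0961, in *OsGRP3* OE and from 0.00108 to 0.0664 in *OsGRP3* KD plants, and it was not under 0.05 in 3 and 2 of 10, and without *OsGRP3* OE replicate 1 its log2 fold change in *OsGRP3* OE plants was -4.22. *POX1* (Os01g0263300, chromosome 1 from 8917756 to 8919968) had a log2 fold change of -0.44 in *OsGRP3* OE plants (standard error 0.17, adjusted p = 0.293) and of 6.23 in *OsGRP3* KD plants (standard error 0.28, adjusted p = 4.27e-07), where it rose from 8 and 10 to 851 and 469 counts. *CCD1* (Os08g0371200, chromosome 8), *DOPA* (Os01g0878900, chromosome 1) and *LOX* (Os10g0361000, chromosome 10) had 0 counts in both NT Dongjin libraries, while *DOPA* had 10844 and 9378 counts in the *OsGRP3* KD libraries. Their levels were at least 470-fold, 7090-fold and 171-fold higher in *OsGRP3* KD plants. In *OsGRP3* OE plants the log2 fold changes of these genes were 0.52 for *CCD1*, 0.41 for *DOPA* and -0.01 for *LOX*, with adjusted p-values of 0.595, 0.426 and 0.988. The conserved hypothetical gene Os10g0580900 was at 0.09 in *OsGRP3* OE (adjusted p = 0.856) and 1.16 in *OsGRP3* KD plants (standard error 0.15, adjusted p = 0.000172). *CCD1*, *DOPA* and *LOX* are among the genes with 0 counts in NT Dongjin only. With counts of the 3′-most exon of each transcript alone, an analysis chosen after the data were seen, all 8 genes of the negative group kept the direction of their change in *OsGRP3* KD plants and an adjusted p under 0.05. The comparison of *OsGRP3* KD with NT Dongjin plants does not separate the knockdown from the batch of the NT Dongjin libraries. In NT Nakdong plants, which are of another cultivar, *SAM1* was at 7.49 CPM, nearer to NT Dongjin than to *OsGRP3* KD plants. All other genes of the negative group were nearer to *OsGRP3* KD than to NT Dongjin plants. *DOPA* was at 188 and *CCD1* at 22.5 CPM, against 348 and 23.6 CPM in *OsGRP3* KD plants. *POX1* was at 61.9 against 22.3, *LOX* at 18 against 8.37 and *MT1d* at 1.93 against 1.98 CPM. *LRR* was at 1.42 against 1.12 CPM and the conserved hypothetical gene at 11.8 against 14.1 CPM.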

Interestingly, six genes showing a positive correlation with the expression level of *OsGRP3* were associated with plant stress responses, including four *PR* genes, *LATE EMBRYOGENESIS ABUNDANT PROTEIN 17* (*LEA17*), and *EXOCYST SUBUNIT EXO70 FAMILY PROTEIN FX1* (*FX1*)*.* On the other hand, eight genes showing negative correlation with *OsGRP3* expression level included *PEROXIDASE 1* (*POX1*)*, METALLOTHIONEIN 1d* (*MT1d*)*, CAROTENOID 9, 10-CLEAVAGE DIOXYGENASE 1* (*CCD1*)*, 4,5-DOPA DIOXYGENASE EXTRADIOL-LIKE PROTEIN* (*DOPA*)*, LEUCINE-RICH REPEAT DOMAIN CONTAINING PROTEIN* (*LRR*)*, LIPOXYGENASE* (*LOX*) and S-ADENOSYLMETHOININE SYNTHETASE 1 (*SAM1*) that were associated with reactive oxygen species (ROS) regulations (Nisar et al. 2015; You and Chan 2015; Liang et al. 2019). These results indicate that *OsGRP3* affects the gene expression involved in ROS regulation.

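The genes related to ROS were also examined as a set that the study had not selected. Keywords for peroxidases, metallothioneins, catalases, superoxide dismutases, glutathione S-transferases, lipoxygenases and related enzymes, fixed before the data were examined, picked 281 genes from the descriptions in the deposited table, and 203 of them were tested. In *OsGRP3* OE plants their median log2 fold change was 0.01, with 102 genes higher and 100 lower (adjusted p = 0.9 from limma's camera test). At the unadjusted threshold 2 were up-regulated and 8 down-regulated. The sign of this median changed with the processing, between -0.05 and 0.04. In *OsGRP3* KD plants the median was 1.57, with 165 genes higher and 38 lower, and 104 up-regulated and 12 down-regulated at the unadjusted threshold. With the 34 genes that had 0 counts in a group set to their lower bound, the median was 1.44. The camera p was 1.72e-07, or 6.88e-07 adjusted over the 4 set tests, and it was 0.0174 with an estimated correlation between genes and 4.53e-06 with limma's fry test. The median was smallest, at 0.1, in the gene-by-gene comparison of quantile-normalized log2(FPKM + 1), which keeps undetected genes. The PR set had a median of 1.06 in *OsGRP3* KD plants, or 1.02 with zero counts at their bound (camera p = 0.00508, fry p = 0.000536), but the p was not under 0.05 with an estimated correlation (p = 0.296). The rise of both sets in *OsGRP3* KD plants is relative to NT Dongjin libraries whose coverage along transcripts differs from that of all other libraries. Coverage is not their only difference. The clock gene *OsLHY* had a mean TPM of 1800 in NT Dongjin and 109 to 115 in the other groups. The median of 25 expansin genes in NT Dongjin had a log2 gap of -4.48 to the lowest other group. Time of harvest or tissue thus stays open as a cause of the rise and was not tested for these sets. From the ROS-related genes in the negative group of Table 1, the paper concludes that *OsGRP3* affects the expression of genes involved in ROS regulation.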

**Table 1:** List of candidate genes regulated by *OsGRP3*

Gene_ID	Gene	Abbreviation	Fold value *OsGRP3*^*OE*^ /NT^a^	*P* value *OsGRP3*^*OE*^ /NT^b^	Fold value *Osgrp3*^*KD*^ /NT^a^	*P* value *Osgrp3*^*KD*^ /NT^b^
**< Genes positively regulated by** ***OsGRP3*>**						
Os07g0559000	Non-protein coding transcript	*NP*	7.3	0.00	−2.5	0.05
Os03g0670700	OsGRP3	*OsGRP3*	3.1	0.13	−82.9	0.00
Os05g0369900	Exocyst subunit EXO70 family protein	*FX1*	2.6	0.01	−2.7	0.01
Os03g0322900	Late embryogenesis abundant protein 17	*LEA17*	2.4	0.07	−2.1	0.03
Os12g0629700	PR5	*PR5*	2.3	0.01	−3.4	0.02
Os07g0124900	OsPR1–071	*PR1*	2.2	0.07	−4.7	0.00
Os07g0126301	A paralog of OsPR1–071	*PR1*	2.2	0.07	−4.7	0.00
Os07g0125500	A paralog of OsPR1–071	*PR1*	2.1	0.07	−4.6	0.00
**< Genes negatively regulated by** ***OsGRP3*>**						
Os01g0263300	Peroxidase 1	*POX1*	−3.5	0.01	3.7	0.02
Os12g0571100	Metallothionein 1d	*MT1d*	−3.0	0.02	2.4	0.04
Os08g0371200	Carotenoid 9,10-cleavage dioxygenase 1	*CCD1*	−2.4	0.00	2.1	0.04
Os01g0878900	4,5-DOPA dioxygenase extradiol-like protein	*DOPA*	−2.4	0.02	2.4	0.03
Os01g0162300	Leucine-rich repeat protein	*LRR*	−2.3	0.02	2.3	0.01
Os10g0361000	Lipoxygenase	*LOX*	−2.2	0.06	5.0	0.00
Os10g0580900	Conserved hypothetical protein		−2.0	0.03	2.1	0.12
Os01g0293000	S-adenosylmethionine synthetase 1	*SAM1*	−2.0	0.03	9.0	0.00

^a^The mean of data obtained from two biological replicates. ^b^*P* value based on one-way ANOVA

### OsGRP3 Interacts with its Target RNAs and Regulates their Stability

Since GRP3 contained two conserved RNA-recognition motifs, which are crucial for interaction with RNAs (Streitner et al. 2012), we hypothesize that OsGRP3 forms an in vivo complex with its target mRNAs. To prove the hypothesis, we performed RNA-IP using transgenic rice plants expressing *OsGRP3* translationally fused with MYC epitope under control of the *GOS2* promoter (*GOS2::MYC-OsGRP3; MYC-OsGRP3*^*OE*^) to isolate in vivo OsGRP3-RNA complex. Expression patterns of the selected DEGs (Table 1) in *MYC-OsGRP3*^*OE*^ plants and drought tolerance of transgenic plants were similar to that of *OsGRP3*^*OE*^ plants (Fig. 5a and S5a) confirming that MYC epitope tagging did not disturb the function of OsGRP3. OsGRP3-RNA in vivo complex was then isolated by RNA-IP using MYC antibody. qRT-PCR analysis was performed to examine the enrichment of OsGRP3 on selected transcripts. Two of the 3 duplicate transcripts of *PR1* genes were excluded since *PR1* genes showed duplication in 3 separate loci in chromosome 7 producing three identical transcripts. Among the 6 genes positively regulated by *OsGRP3*, levels of *PR5* transcripts were the highest in OsGRP3-RNA complex (Fig. 5b). On the other hand, transcripts of three genes negatively regulated by *OsGRP3* were concentrated by immunoprecipitation of OsGRP3 (Fig. 5b). These were *MT1d*, *DOPA* and *LOX* transcripts with enrichment values of 12-, 7- and 5-fold higher than control, respectively. These results confirmed direct or indirect association of the OsGRP3 protein with target transcripts.

**Fig. 5:**
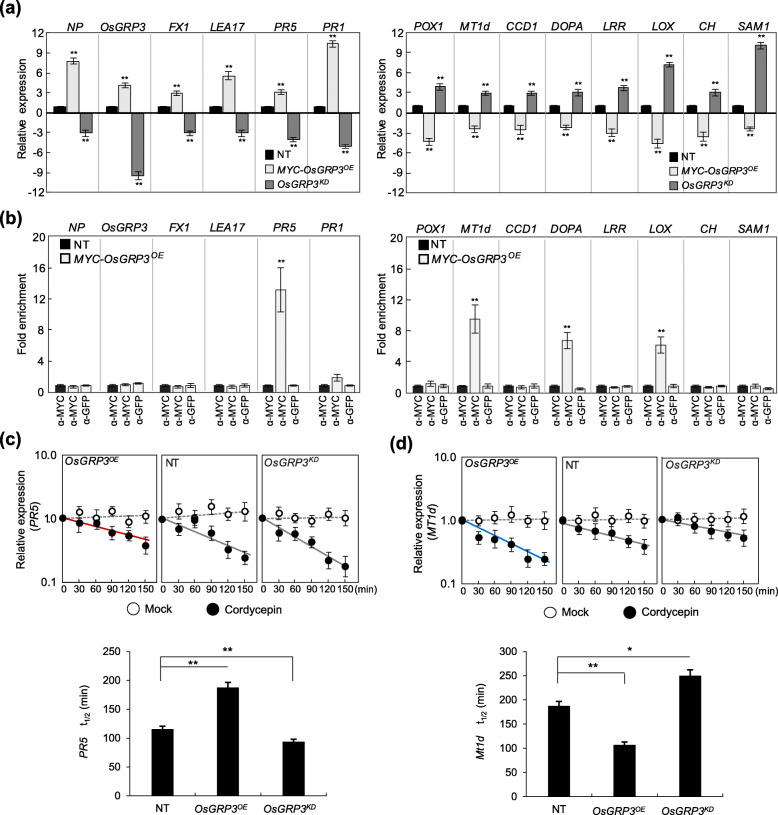
OsGRP3 affects the stability of its binding transcripts **a** Validation of expression levels of DEGs isolated from RNA sequencing analysis in non-transgenic plants (NT), *MYC*-*OsGRP3* overexpressing (*MYC-OsGRP3*^*OE*^) and RNAi-mediated *OsGRP3* suppressing (*OsGRP3*^*KD*^) transgenic plants by qPCR analysis. Total RNAs were isolated from leaves of two-week-old NT, *MYC-OsGRP3*^*OE*^ and *OsGRP3*^*KD*^ transgenic plants. Rice *UBIQUITIN* (*OsUBI*) was used as an internal control for normalization. **b** Analysis of OsGRP3 interaction with the transcripts of the selected DEGs. Leaves of two-week-old *MYC-OsGRP3*^*OE*^ and NT plants were used for RNA-IP experiments. The anti-GFP antibody was used as a negative control for the anti-MYC antibody. Fold enrichment was normalized to the value of NT plants. **a** and **b** Data represent the mean value ± standard deviation (SD) (*n* = 3, biological replicates). Half-life measurement of **c** *PR5* and **d** *Mt1d* transcripts. Two-week-old NT, *OsGRP3*^*OE*^ and *OsGRP3*^*KD*^ transgenic plants were pre-treated with 1 mM cordycepin for 30 min. Plants were then harvested every 30 min after mock or cordycepin treatments. Total RNAs extracted from the harvested samples were applied for qRT-PCR analysis. **c** and **d** Data represent the mean value ± standard deviation (SD) of three biological replicates. Half-lives of mRNA were calculated based on equation as shown in Table S5. Asterisks indicate a statistically significant difference compared with NT. **P < 0.01; One-way ANOVA

To further investigate the function of *OsGRP3* in the regulation of its binding mRNAs, the half-lives of OsGRP3 bound transcripts (*PR5*, *MT1d, DOPA,* and *LOX)* were determined in *OsGRP3*^*OE*^_,_ *OsGRP3*^*KD*^ and NT plants (Fig. 5c, S9, and Table S5). The transcriptional inhibitor Cordycepin (3′ deoxyadenosine) was used to exclude the change of transcripts level caused by de novo transcription. There was no significant change in levels of all tested transcripts without cordycepin treatments, but the levels of the transcripts started to decrease after cordycepin treatments (Fig. 5c and S9). The half-life of *PR5* transcripts in NT plants was 115 min and increased to 187 min in *OsGRP3*^*OE*^ but decreased to 93 min in *Osgrp3*^*KD*^ plants (Fig. 5c). In contrast, the half-life of *MT1d* was only 107 min in *OsGRP3*^*OE*^ plants, while those were 187 and 250 min in NT and *OsGRP3*^*KD*^ plants, respectively (Fig. 5d). Similarly, *LOX* transcripts were less stable in *OsGRP3*^*OE*^ yet more stable in *OsGRP3*^*KD*^ compared with NT plants (Fig. S9b and Table S5). *DOPA* transcripts, however, were more stable in *OsGRP3*^*OE*^ plants despite its lower expression level in *OsGRP3*^*OE*^ plants (Fig. S9a and Table S5). Collectively, these results show that OsGRP3 regulates its target mRNAs at the post-transcriptional level by affecting their stabilities.

### Effect of Drought Stress on the Functions of OsGRP3

Since both the expression of *OsGRP3* and its subcellular localization was altered under stress conditions (Figs. 1d and 3), we examined the effects of drought stress on the functions of *OsGRP3* by monitoring the stability of its target mRNAs under drought conditions (air-drying). qRT-PCR analysis revealed that drought treatments induced expression of *PR5* and *MT1d* but not *DOPA* and *LOX* genes in rice plants (Fig. 6a and S10). Thus, we focused on the regulation of *PR5* and *MT1d* expression for explaining the functions of OsGRP3 under drought conditions. In *OsGRP3*^*OE*^ plants, *PR5* expression was higher than NT plants under normal conditions and further induced by drought treatments, while the drought-induced expression of *PR5* was significantly reduced in *OsGRP3*^*KD*^ plants. In contrast, drought inducible *MT1d* expression was lower in *OsGRP3*^*OE*^ plants but higher in *OsGRP3*^*KD*^ plants compared to NT plants (Fig. 6a). We then examined expression patterns of *PR5* and *MT1d* in plants treated with both drought and cordycepin to determine the changes in the stability of these genes under drought conditions (Fig. 6b). The cordycepin treatments significantly reduced *PR5* transcript levels in NT, indicating that transcription of the *PR5* gene is successfully inhibited by the treatments. Similarly, *PR5* transcripts were gradually reduced in *OsGRP3*^*KD*^ plants. Different from NT and *OsGRP3*^*KD*^ plants, *PR5* transcripts were initially reduced but increased later in *OsGRP3*^*OE*^ plants (Fig. 6b and Table S5). In contrast, the *MT1d* transcripts were more stable in *OsGRP3*^*KD*^ plants but less stable in *OsGRP3*^*OE*^ plants than NT plants under drought conditions (Fig. 6b and Table S5). We then examined the effect of drought treatments on the association of OsGRP3 with its target mRNAs. Drought treatments increased the transcript amount of *PR5* but not to *MT1d* retrieved by RIP assay (Fig. 6c). Taken together, *OsGRP3* differently regulates the stability of target mRNAs, and its regulation is affected by drought stress in rice plants.

**Fig. 6:**
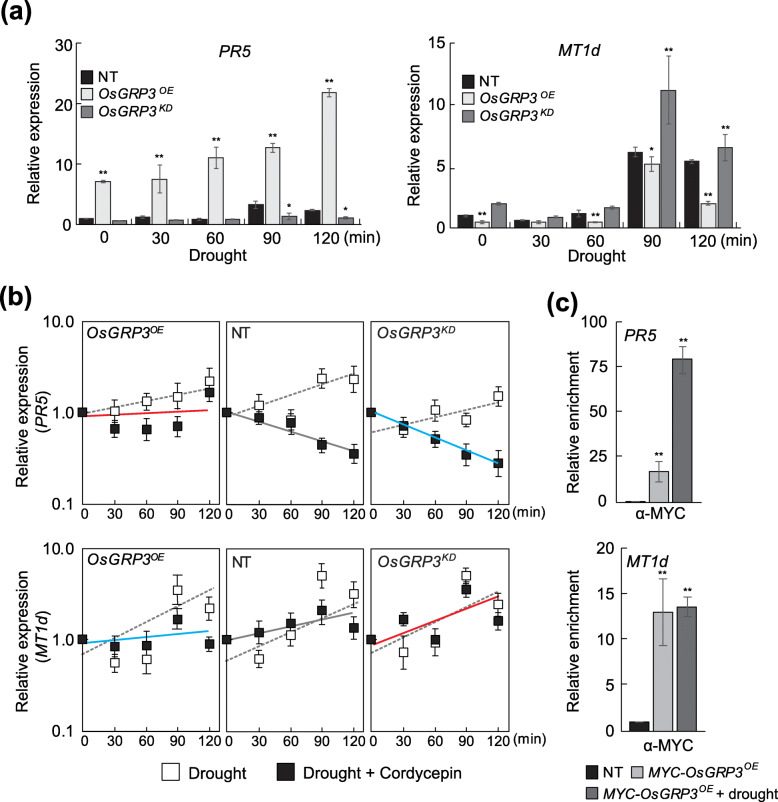
Effects of drought on the function of OsGRP3. **a** Expression patterns of *PR5* and *MT1d* were analyzed under drought conditions. Two-week-old non-transgenic plants (NT), *OsGRP3* overexpressing (*OsGRP3*^*OE*^) and RNAi-mediated *OsGRP3* suppressing (*OsGRP3*^*KD*^) transgenic plants were air-dried and harvested at indicated time points. Total RNAs isolated from harvested leaves were analyzed by qRT-PCR. Rice *UBIQUITIN* (*OsUBI*) was used as the internal control for normalization. **b** The stability of *PR5* and *Mt1d* transcripts was analyzed under drought conditions. Two-week-old NT, *OsGRP3*^*OE*^ and *OsGRP3*^*KD*^ transgenic plants were pre-treated with distilled water or 1 mM cordycepin for 30 min. Plants were then treated with drought stress and harvested every 30 min after the treatments. Total RNAs extracted from the harvested samples were applied for qRT-PCR analysis. **c** Analysis of OsGRP3 interaction with *PR5* and *MT1d* transcripts under drought conditions. For analyzing the interaction of OsGRP3 with *PR5* and *Mt1d* transcripts, two-week-old *MYC-OsGRP3*^*OE*^ plants were harvested 2 h after drought treatments and applied for RNA-IP experiments. NT plants were used as a negative control. Fold enrichment was normalized to the value of NT plants. **a**-**c** Data represent the mean value ± standard deviation (SD) (*n* = 3, biological replicates). **a** and **c** Asterisks indicate a statistically significant difference compared with NT. *P < 0.05, **P < 0.01; One-way ANOVA

### ROS Accumulation Levels Are Altered in OsGRP3 Transgenic Plants under Drought Stress Conditions

Majority of target genes of *OsGRP3* including *LEA17*, *POX1*, *MT1d*, *CCD1*, *DOPA*, and *LOX* are involved in regulation of ROS accumulation. Therefore, we checked the H_2_O_2_ accumulation levels in NT, *OsGRP3*^*OE*^, and *OsGRP3*^*KD*^ plants under drought conditions. To examine H_2_O_2_ levels, leaves of the NT and transgenic lines subjected to air-drying were stained with DAB (Fig. 7a) and quantified by densitometric scanning of the DAB stained leaves (Fig. 7b). Histochemical staining showed that under normal conditions, transgenic lines had similar H_2_O_2_ levels to NT. Notable increase in ROS levels in NT was observed 2 h after air-drying (Fig. 7a). However, the leaves of *OsGRP3*^*OE*^ showed significantly less accumulation of H_2_O_2_ (Fig. 7a and b; left panels) after air-drying. On the contrary, the leaves of *OsGRP3*^*KD*^ showed more ROS accumulation than that of NT (Fig. 7a and b; right panels). When we measured the H_2_O_2_ concentration of the plants, H_2_O_2_ levels of *OsGRP3*^*OE*^ and *OsGRP3*^*KD*^ plants were significantly lower and higher than those of NT plants, respectively, after air-drying. These results are consistent with the observed drought tolerance of *OsGRP3*^*OE*^ plants (Fig. 2). Taken together, OsGRP3 is involved in the regulation of H_2_O_2_ levels under drought stress conditions.

**Fig. 7:**
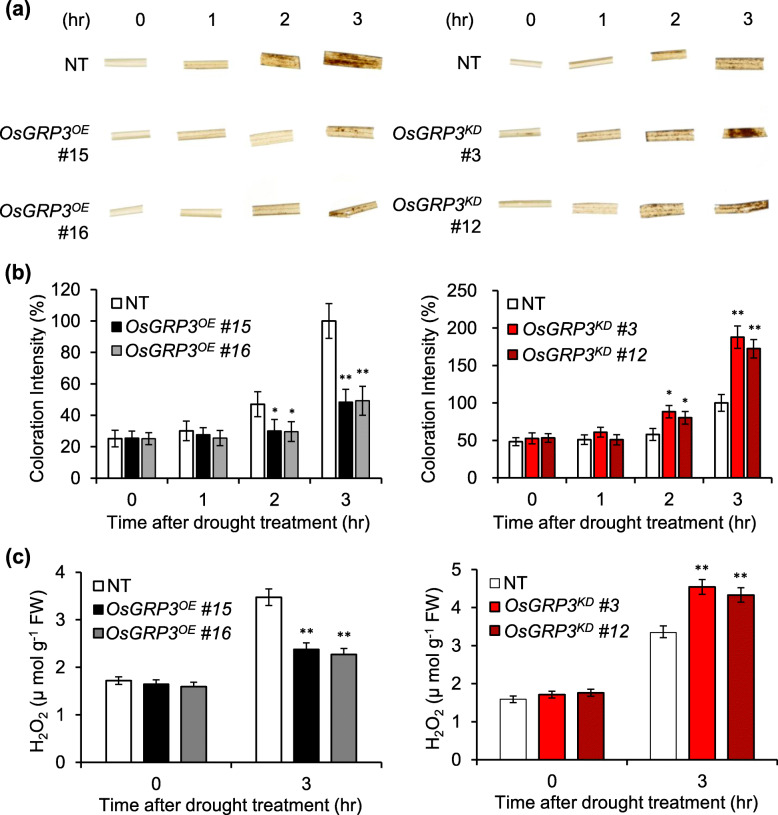
Assessment of relative H_2_O_2_ levels in *OsGRP3* transgenic rice plants under drought conditions. **a** Levels of H_2_O_2_ in leaves of two-week-old rice seedlings were visualized by DAB staining with time-course after drought treatment (airdrying). **b** Histograms depicting relative quantity of H_2_O_2_ in terms of their coloration intensity **c** Measurement of H_2_O_2_ levels in leaves of two-week-old rice seedlings after drought treatment (airdrying). The data represent the mean value ± standard deviation (SD) of three biological replicates (*n* = 3). Asterisks indicate a statistically significant difference compared with NT. *P < 0.05, **P < 0.01; One-way ANOVA

## Discussion

Characterization of glycine-rich RNA-binding proteins (GRPs) has revealed their important roles in development and response to environmental stresses (Lorkovic 2009; Magdalena and Michal 2018), but detailed molecular mechanisms governed by GRPs are still largely unknown. Potential involvement of GRPs in drought stress responses has been proposed in several studies, however, molecular mechanism of drought phenotype of GRPs still has been unexplored (Kim et al. 2008; Chen et al. 2010; Yao et al. 2016; Wang et al. 2018). Here we combined physiological and molecular approaches in elucidating the function of OsGRP3 under normal and stressed conditions. Overexpression of *OsGRP3* significantly enhanced and knock-down of *OsGRP3* reduced the drought tolerance of the transgenic plants (Fig. 2 and S4) suggesting that *OsGRP3* function as a positive regulator in drought tolerance. Arabidopsis *AtGRP7*, which belongs to the same clade with *OsGRP3* (Fig. S1), acts as a negative regulator of seed germination under dehydration conditions (Kim et al. 2008) and its heterologous expression in rice improves drought tolerance of the plants (Yang et al. 2014). Together with our findings, these results reinforced the idea that different GRP proteins regulate drought responses of plants in an opposite way.

Downstream genes up-regulated by *OsGRP3* were categorized into two major groups: defense response and stress-related genes (Table 1 and Fig. 4). The defense response genes up-regulated by *OsGRP3* overexpression included three *WRKY* transcription factors (*OsWRKY45,79* and *62*) and 19 *PR* genes (*OsPR1*, *2*, *5*, and *10*) (Table S3). 

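*OsWRKY45* (Os05g0322900, chromosome 5 from 14991579 to 14993673) had 15.0 ± 1.81 CPM (SD, n = 2) in NT Nakdong and 16.5 ± 4.44 CPM (SD, n = 2) in *OsGRP3* OE plants, a log2 fold change of 0.14 (standard error 0.22, adjusted p = 0.845 from edgeR's quasi-likelihood test). The difference is smaller than the spread between the *OsGRP3* OE libraries, and without *OsGRP3* OE replicate 2 its sign changed. *OsWRKY62* (Os09g0417800, chromosome 9 from 14992943 to 14994888) had 185 and 197 counts in NT Nakdong and 88 and 68 in *OsGRP3* OE libraries, a log2 fold change of -1.02 (standard error 0.49, adjusted p = 0.404). *OsWRKY79* (Os03g0335200, chromosome 3 from 12394575 to 12396889) had 4 and 0 counts in NT Nakdong and 12 and 4 in *OsGRP3* OE libraries, too few to tell a difference (adjusted p = 0.497). In *OsGRP3* KD plants *OsWRKY45* and *OsWRKY62* had log2 fold changes of 4.23 and 4.57 (adjusted p = 2.4e-06 and 0.000383) against NT Dongjin plants, whose libraries differ in coverage along transcripts, and the value of *OsWRKY62* was between 3.72 and 9.99 with each library left out in turn.

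Of the 19 *PR* genes of Table S3, 18 were tested, and 13 were higher and 5 lower in *OsGRP3* OE than in NT Nakdong plants, with a median log2 fold change of 0.73 that was 0.11 with limma on log2(FPKM + 0.1). Without *OsGRP3* OE replicate 1, 7 were higher and 11 lower, with a median of -0.19. The replicates varied more than the groups for several of them. *OsPR1-011* (Os01g0382000) had 14 and 32 counts in NT Nakdong and 125 and 5 in *OsGRP3* OE libraries (adjusted p = 0.463), and *OsPR5* (Os12g0628600) had 230 and 337 against 827 and 124 counts (adjusted p = 0.546). Without *OsGRP3* OE replicate 1 the log2 fold changes of these genes were -1.83 and -0.86. Chitinase 8 (Os10g0543400) fell from 25 and 26 to 0 and 7 counts, a log2 fold change of -2.54 (standard error 0.97, adjusted p = 0.273) that was -7.54 without *OsGRP3* OE replicate 2. The neighbouring *PBZ1* (Os12g0555000) and *OsPR10b* (Os12g0555200) changed by 0.19 and 0.22 on the log2 scale (adjusted p = 0.795 and 0.892), and by -0.17 and -0.44 without *OsGRP3* OE replicate 1.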

Similar to our data, expression of *PR1*, *PR2,* and *PR5* expression was also up-regulated in Arabidopsis plants by overexpression of *AtGRP7* (Streitner et al. 2010). Besides, heterogeneous overexpression of *AtGRP2* and *AtGRP7* also induced the expression of *OsPR10a* in rice plants and showed drought tolerance (Yang et al. 2014)*.* These indicate that *GRP*-mediated regulation of *PR* genes is highly conserved in both Arabidopsis and rice plants.

So far, it has been known that *WRKY* and *PR* genes are main components of salicylic acid (SA) mediated plant defense mechanisms and also involved in plant abiotic stress mechanisms in many plants (Qiu and Yu 2009; Seo et al. 2011; Ali et al. 2018). *OsWRKY45* and *OsWRKY62* were identified as molecular interfaces of biotic and abiotic stress interaction (Seo et al. 2011) and overexpression of *OsWRKY45* enhanced tolerance to both drought and biotic stresses (Qiu and Yu 2009). *PR* genes also conferred tolerance to drought when overexpressed in plants, as reported in several studies (Liu et al. 2013; Wu et al. 2016; Li et al. 2019). Critically, overexpression of Arabidopsis *PR* genes (*PR1*, *PR2,* and *PR5*) and rice *OsPR10* improved the performance of plants under drought conditions (Wu et al. 2005; Liu et al. 2013). Moreover, mutation of *NPR1*, the master regulator of *WRKY* and *PR* gene expression, reduced drought tolerance in tomato (Li et al. 2019). These reports indicate that the observed drought tolerance in *OsGRP3*^*OE*^ plants could be mainly achieved due to the up-regulation of *WRKY* and *PR* genes.

The stress-inducible genes up-regulated by *OsGRP3* overexpression include *OsLEA17* and rice *PLASMA MEMBRANE PROTEIN 1* (*OsPM1*). 

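*LEA17* (Os03g0322900, chromosome 3 from 11699460 to 11700672) was detected with 0 and 6 counts in NT Nakdong and 10 and 0 counts in *OsGRP3* OE libraries. Its log2 fold change of 1.03 had a standard error of 1.42 (adjusted p = 0.816 from edgeR's quasi-likelihood test), and it was -4.44 without *OsGRP3* OE replicate 1 and 5.39 without NT Nakdong replicate 2, so that no direction could be determined at this depth. In the Dongjin background *LEA17* had 26 and 51 counts in NT and 20 and 9 in *OsGRP3* KD libraries, a log2 fold change of -1.32 (standard error 1.06, adjusted p = 0.303), in a comparison where the NT libraries also differ in coverage along transcripts. When only the 4 libraries of that comparison were fitted, the log2 fold change was -1.34 with an unadjusted p under 0.05. The plasma membrane protein gene that Table S3 lists as *OsPM19* (Os05g0381400, chromosome 5 from 18429433 to 18430290) had 0 counts in all 4 NT Nakdong and *OsGRP3* OE libraries. It had 20 and 7 counts in NT Dongjin and 0 in both *OsGRP3* KD libraries, at least 8.56-fold lower in the same confounded comparison, and was not tested.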

LEA proteins are hydrophilic proteins involved in drought tolerance mechanisms of rice by increasing levels of osmolyte and soluble sugar and cell membrane stability, and by reducing ROS (Duan and Cai 2012; Kaur et al. 2017; Liang et al. 2019). *OsPM1* mediates ABA influx through the plasma membrane for ABA-dependent guard cell closure in plants (Yao et al. 2018). Thus, the up-regulation of the stress-inducible genes by *OsGRP3* overexpression may also constitute another mechanism to enhance drought tolerance.

Identifying the associated RNAs is crucial in understanding the molecular functions of RNA-binding proteins (RBPs). Higher enrichment of *PR5* mRNA in RNA-IP analysis confirmed the physical association of OsGRP3 with *PR5* mRNA (Fig. 5b). In addition, the stability of *PR5* transcripts increased in *OsGRP3*^*OE*^ but decreased in *OsGRP3*^*KD*^ plants (Fig. 5c and Table S5) and under drought conditions than under normal conditions (Figs. 5c, 6b, and Table S5). Moreover, a significant increase in the retrieved transcript quantity of *PR5* by OsGRP3 was detected under drought conditions (Fig. 6c). These results suggested that O

sGRP3 contributes to drought-induced stabilization of *PR5* mRNAs. Similar to our findings, *AtGRP7* positively regulates the expression of several *PR* genes in Arabidopsis, and RNA binding activity of *AtGRP7* is required for the up-regulation of *PR* genes (Streitner et al. 2010; Hackmann et al. 2014). Besides, it was found that AtGRP7 physically associates with *PR4* transcripts in Arabidopsis (Meyer et al. 2017). RBPs have been shown to function as regulators in post-transcriptional regulation of RNA metabolism, and some RBPs have RNA chaperone activity that prevents RNA misfolding or resolves misfolded RNAs (Kang et al. 2013). It has been reported that *OsGRP3* exhibits RNA chaperone activity during cold adaptation process (Kim et al. 2010). Interestingly, the three up-regulated paralogs of *PR1* in *OsGRP3*^*OE*^ plants seemed to be indirect targets of *OsGRP3* overexpression since no clear enrichment in RNA-IP was observed (Fig. 4b). However, it was reported that AtGRP7 also up-regulated *PR1* transcript without direct binding (Meyer et al. 2017). Therefore, *OsGRP*3, directly and indirectly, regulate the stability of target mRNAs of *PR* genes to confer drought tolerance in rice.

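The *PR1* genes of Table 1 are Os07g0124900, Os07g0125500 and Os07g0126301, which lie on the plus strand of chromosome 7 from 1319034 to 1319789, from 1352187 to 1352942 and from 1385340 to 1386095. Their counts were nearly the same in each library, which could come of the authors' counting of reads that these near-identical copies share. They are therefore uncertain as separate genes and are best read as a single value. Os07g0124900 had 50 and 64 counts in NT Nakdong and 16 and 161 in *OsGRP3* OE libraries. Its log2 fold change was 0.94 (standard error 1.09, adjusted p = 0.768 from edgeR's quasi-likelihood test), and those of the other copies were 0.93. The *OsGRP3* OE libraries lay on both sides of the NT libraries, and the log2 fold change of Os07g0124900 was -1.57 without *OsGRP3* OE replicate 2 and 1.82 without *OsGRP3* OE replicate 1. In NT Dongjin it had 1 and 0 counts and in *OsGRP3* KD libraries 26 and 0 counts, a ratio of 27.3 with a 95% counting interval from 4.49 to 1120 (adjusted p = 0.121), and all of the *OsGRP3* KD counts came from replicate 1, without which the log2 fold change was -2.33 on 0 counts, in a comparison that is confounded with the batch of the NT Dongjin libraries.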

Transcriptome analysis of *OsGRP3*^*OE*^ and *OsGRP3*^*KD*^ transgenic plants revealed that the DEGs negatively regulated by *OsGRP3* are related to the regulation of antioxidant components such as metallothioneins and carotenoids in plants (Table 1). 

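*MT1d* (Os12g0571100, chromosome 12 from 23515075 to 23516013) was at 1.93 ± 0.338 CPM (SD, n = 2) in NT Nakdong and 3.82 ± 0.694 CPM (SD, n = 2) in *OsGRP3* OE plants, a log2 fold change of 0.98 (standard error 0.32, adjusted p = 0.195 from edgeR's quasi-likelihood test). It was at 0.608 ± 0.205 CPM in NT Dongjin and 1.98 ± 0.0133 CPM in *OsGRP3* KD plants (SD, n = 2), a log2 fold change of 1.72 (standard error 0.36, adjusted p = 0.00278) in the comparison that is confounded with the batch of the NT Dongjin libraries. The changes in both lines had the same sign, and their difference of -0.73 was not past the threshold (adjusted p = 0.231). The descriptions in the deposited table name 15 metallothionein genes, of which 13 were tested, and some of these short and similar genes could share reads. In *OsGRP3* OE plants 10 were higher and 3 lower, with a median log2 fold change of 0.54 that fell to 0.11 in the gene-by-gene comparison of quantile-normalized log2(FPKM + 1), and 0 reached 2-fold with an unadjusted p under 0.05 in either direction. Without *OsGRP3* OE replicate 2, 8 were higher and 5 lower, with a median of 0.27. Os01g0149800 had the clearest change, with a log2 fold change of 0.98 and an adjusted p of 0.00827. In *OsGRP3* KD plants all 13 were higher (12 without *OsGRP3* KD replicate 1) and 7 were past the adjusted threshold, with a median log2 fold change of 2.19, or 0.23 in the gene-by-gene comparison, again relative to the NT Dongjin libraries with their different coverage along transcripts.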

*METALLOTHIONEIN* genes encode low molecular antioxidants that regulate ROS under stress conditions (Zhu et al. 2009; Grennan 2011; Kumar et al. 2012; Han et al. 2014). *CCD1*, *POX1*, and *LOX* are involved in the regulation of cellular carotenoid content. CCD leads to the enzymatic turnover of C40 carotenoids into apocarotenoids which is a critical step in regulating carotenoid accumulation (Auldridge et al. 2006; Nisar et al. 2015). In addition, oxidation of carotenoid by POX1 and LOX is also required for maintaining carotenoid homeostasis in photosynthetic tissues (Auldridge et al. 2006; Walter and Strack 2011). Therefore, opposite expression pattern of these genes in *OsGRP3*^*OE*^ and *OsGRP3*^KD^ plants suggested that *OsGRP3* directly or indirectly involved in regulating cellular ROS level response to drought stress and H_2_O_2_ accumulation results support this idea (Fig. 7). Various abiotic stresses increase cellular ROS levels of plants leading to oxidative stress (Gill and Tuteja 2010; You and Chan 2015). Previous reports showed that Arabidopsis *atRZ-1a*, a GRP containing zinc finger motif, positively regulates ROS accumulation under salt and dehydration stresses (Kim et al. 2007a). These results suggested that GRPs were closely involved in the regulation of ROS levels under stress conditions.

Among the genes negatively regulated by OsGRP3, *OsMT1d*, *DOPA*, and *LOX* mRNA showed physical interactions with OsGRP3 in RNA-IP analysis (Fig. 4b). *MT* and *LOX* genes have also been found as interactors of AtGRP7 in RNA-IP analysis (Meyer et al. 2017). Our RNA half-life analysis revealed that *OsMT1d* and *LOX* transcripts were more stable in *OsGRP3*^*KD*^ transgenic plants and less stable in *OsGRP3*^*OE*^ transgenic plants than NT control plants (Figs. 5c, 6b, and S10). It has not been characterized by how GRPs negatively regulates the stability of target mRNAs. RNA binding proteins involved in mRNA turnover are transported into P-bodies and stress granules under stress conditions in plants (Pomeranz et al. 2010; Jan et al. 2013). It was thought that the movement of RNA binding proteins mediate the transportation of mRNA into P-bodies or stress granules for post-transcriptional controls (Thanin and Julia 2018). OsGRP3 proteins were detected in both the nucleus and cytoplasm under unstressed conditions and found in P-bodies after ABA and mannitol treatments (Fig. 3, S6 and S7). These observations suggest that the negative regulation of *MT1d* and *LOX* stability is related to the association of interacting partners with OsGRP3 in P-bodies. Interestingly, OsGRP3 regulated its target mRNAs, *PR5* and *MT1d*, oppositely. We could not find any proper reference in the literature for explaining such a dual mode of regulation. Our results showed that the amount of *PR5* mRNA bound by OsGRP was significantly increased while that of *MT1d* mRNA remained similar after drought treatments (Fig. 6c). It appears that OsGRP3 binding affinity towards target mRNAs is being changed by drought treatments. It is therefore possible that the different changes in OsGRP3 binding affinity to its interactors under drought stress conditions are responsible for the dual mode of regulation.

## Conclusion

In the present study, we provide physiological and molecular evidence indicating that the rice *OsGRP3* modulates the expression of stress- and ROS-related genes. *OsGRP3* transgenic plants showed that OsGRP3 negatively regulated ROS generation under drought condition compared to NT plants. We also identified that OsGRP3 physically interacts with its target mRNAs thereby regulating their stability. Taken altogether, OsGRP3 contributes to the enhanced tolerance of rice to drought stress by regulating mRNA stability of stress- and ROS related genes.

## Methods

### Plant Growth and Hormone Treatments

Rice seeds (*Oryza sativa* cv. Nipponbare) were sown on a Murashige–Skoog (MS) solid medium and incubated in the dark for 3 days at 28 °C. Then seedlings were transferred to a growth chamber with a light and dark cycle of 16 h light/8 h dark having a light intensity of 200 μmol m^− 2^ s^− 1^ and relative humidity of 70%. One-week-old seedlings were transferred to a liquid growth medium (Yoshida et al. 1976) and grown for 2 weeks for gene expression analysis. To examine ABA-dependent expression patterns of *OsGRP3*, seedlings were transferred to 50 ml tubes containing 100 μM ABA solution (Sigma, USA). For drought treatments, 3-week-old rice plants were air-dried at room temperature. Seedlings were harvested at indicated time points after ABA and drought treatment for RNA extraction.

### Plasmids Construction and Rice Transformation

To generate *OsGRP3* overexpressing plants, the coding sequence of *OsGRP3* (Os03g0670700) was amplified from rice (*Oryza sativa L. ssp. japonica* cv. Nipponbare) total RNAs using the Reverse Transcription System (Promega, USA) and PrimeSTAR HS DNA polymerase (Takara, Japan). The amplified *OsGRP3* coding sequence was cloned into rice transformation vector *p700* carrying *OsCc1* promoter for constitutive overexpression (*OsCc1::OsGRP3*) (Jang et al. 2002) and the final constructs were transformed into rice (*Oryza sativa* cv. Nakdong). For knock-down expression of *OsGRP3*, the inverted repeat gene cassette of *OsGRP3*-specific fragment was inserted into *p700* carrying *OsGOS2* promoter for constitutive overexpression (Jeong et al. 2010). The *OsGRP3*-specific fragment was designed at 3′ untranslated region of 173 bps in length and the final constructs were transformed into rice (*Oryza sativa* cv. Dongjin). To visualize the subcellular localization of OsGRP3 in rice plants, the coding sequence of OsGRP3 translationally fused with a green fluorescent protein (GFP) was inserted into *p700* vector carrying the *OsCc1* promoter (*OsCc1::OsGRP3-GFP*). To examine spatial expression patterns of *OsGRP3* in rice plants, the upstream 1886 bps sequence from the transcriptional start site of *OsGRP3* was amplified and used as an *OsGRP3* promoter. *OsGRP3* promoter was cloned into the *p700* vector containing the GFP coding sequence (*pOsGRP3::GFP*). The final constructs were transformed into rice (*Oryza sativa* cv. Dongjin) by Agrobacterium (LBA4404) mediated co-cultivation, as described previously (Jang et al. 1999). Primers used for plasmids construction were listed in Table S1. Copy numbers of the transgenic plants were determined by TaqMan Q-PCR (Thermo Fisher, USA) using probes specific for the *bar* gene. To analyze the copy number of the transgenic rice plants, genomic DNA was extracted from 2-week-old rice seedlings. The genomic DNA extracted from transgenic plants previously confirmed as a single inserted homozygous line was used as a control for the single-copy insertion. The selected single-copy insertion lines were self-fertilized, and homozygous transgenic lines were selected from T2 generations by examining segregation rates on MS media containing phosphinothricin (Duchefa, Netherlands). Three independent single-copy inserted homozygous plants were selected from over thirty individual lines and propagated in a rice paddy field at Kyungpook National University, Gunwi (128:34E/36:15 N), Korea.

### Confocal Microscopy

The GFP fluorescence of *OsCc1::OsGRP3-GFP* and *OsCc1::OsGRP3-GFP* / *OsGOS2::OsDCP1–1-RFP* transgenic rice plants was analyzed in leaves and 10 μM propidium iodide-stained roots of two-week-old transgenic plants using a Leica SP8 STED laser scanning confocal microscope (Leica, Germany). GFP and propidium iodide were excited at 488 nm, and then emission was detected between 512 and 560 nm for GFP and between 610 and 650 nm for propidium iodide, respectively. RFP was excited at 560 nm and then emission was detected between 580 and 620 nm.

### RNA Isolation and Quantitative Real-Time PCR Analysis

Rice tissues harvested at indicated time points were used for total RNA extraction using the Hybrid-R RNA purification kit (GeneAll, Korea) according to the manufacturer’s instructions. First-strand complementary DNA (cDNA) was synthesized from 2 μg of total RNAs using RevertAid M-MuLV Reverse Transcriptase (Thermo Scientific, USA). Real-time PCR analysis was carried out using 2X Real-Time PCR smart mix (SolGent, Korea) and EvaGreen (SolGent, Korea) in an Mx3000P Real-Time PCR system (Stratagene, USA). The PCR reactions were performed by initial denaturation at 95 °C for 15 min, followed by 40 cycles of 95 °C for 20 s, 60 °C for 20 s, and 72 °C for 30 s. Rice *Ubiquitin1* (Os06g0681400) was used as an internal control for normalization. Primers used for qRT-PCR analysis were listed in Table S1.

### Rice Protoplast Preparation and Transient Gene Expression

Rice seedlings (*Oryza sativa* cv. Dongjin) were grown in the dark for 10 days and transferred to light conditions for 10 h. Rice protoplast preparation and transient gene expression were performed as described previously (Shim et al. 2018). For transient expression of OsGRP3-GFP in rice protoplasts, OsGRP3-GFP fusion protein sequence was amplified from the *OsCc1::OsGRP3-GFP* construct and inserted into the *pHBT* vector carrying *35 s* promoter (Shim et al. 2018). Similarly*,* the coding sequence of *OsDCP1–1*, *OsDCP1–2* and *OsPABP8* omitting stop codon was inserted into a *pHBT* vector containing red fluorescent protein (RFP) for translation fusion of the inserts with RFP. Primers used for plasmid constructions were listed in Table S1. The constructs were then transformed into protoplasts using PEG-mediated transformation. The transformed protoplasts were treated with 0.1 mM ABA or 1.25 M mannitol and harvested 3 h after the treatments by centrifugation at 300 g for 2 min. The subcellular localization of *OsGRP3* was observed by a Leica SP8 STED laser scanning confocal microscope (Leica, Germany).

### RNA-Sequencing Analysis

Total RNAs were extracted from the leaf tissues of *OsGRP3*^*OE*^, *OsGRP3*^*KD*^, and non-transgenic (NT) plants that were grown under normal soil conditions for 4 weeks using the RNeasy plant mini kit (Qiagen, USA) according to the manufacturer’s instruction. cDNA libraries were prepared using the TruSeq RNA Sample Prep kit (v2) (Macrogen, Korea). Single-end sequences were obtained using IRGSP (v 1.0) and raw sequence reads were trimmed to remove adaptor sequence, and those with a quality lower than Q20 were removed using the Trimmomatic 0.32 software (Bolger et al. 2014). To map the reads to reference genome, all reads were assembled with annotated genes from the Rap-DB database [http://rapdb.dna.affrc.go.jp; IRGSP (v 1.0)] using TopHat software (https://ccb.jhu.edu/software/tophat/index.shtml). After mapping reads to a reference genome, differentially expressed genes (DEGs) were selected using a cut-off change of at least 2-fold change and Student’s *t*-test (*P* < 0.05). The selected DEGs were grouped by hierarchical clustering analysis (Complete Linkage).

### RNA-IP Analysis

The RNA-IP analysis was consulted as previously described with minor modifications (Keene et al. 2006; Peritz et al. 2006). Leaf tissues of 14-day-old rice seedlings were homogenized with liquid nitrogen, and the ground powder was incubated with polysome lysis buffer [100 mM KCl, 5 mM MgCl_2_, 10 mM HEPES pH 7.0, 0.5% Nonidet P-40, 1 mM DTT, RNase Out RNase inhibitor (Invitrogen, USA), 2 mM vanadyl ribonucleoside complexes solution (Sigma-Aldrich, USA), protease inhibitor cocktail (Roche, Switzerland)] for 20 min. The supernatant was separated from the crude extracts by centrifuging at 16,000 g for 20 min at 4 °C. After quantification of the soluble proteins by Bradford assay kit (Bio-rad, USA), 1 mg aliquot of the lysates was used for further analysis. Before the immunoprecipitation step, the lysates were pre-cleared with protein A-agarose beads equilibrated in lysis buffer containing 1 mg ml^− 1^ BSA (Sigma, USA) by rotating at 4 °C for 2 h. The aliquot of the pre-cleared lysate was stored and used as a control for total input of RNAs. After pre-clearing, the lysates were incubated with indicated antibodies at 4 °C for 6 h. The protein-RNA complexes were then precipitated using protein A-agarose beads. The beads were washed four times with 1st washing buffer [100 mM KCl, 5 mM MgCl_2_, 10 mM HEPES pH 7.0, 0.5% Nonidet P-40, 1 mM DTT] and additional four times with 2nd washing buffer [100 mM KCl, 5 mM MgCl_2_, 10 mM HEPES pH 7.0, 0.5% Nonidet P-40, 1 mM DTT, 1 M urea]. RNAs were eluted from the beads with the polysome lysis buffer containing 0.1% SDS and 30 μg of proteinase K at 50 °C for 30 min. Immunoprecipitated RNAs were purified using phenol/chloroform extraction and ethanol precipitation. Then, 0.01% of input RNAs were used to determine the relative enrichment of RNAs after immunoprecipitation.

### Measurements of mRNA Half-Lives

The half-life of mRNA was determined in rice plants as previously described (Lidder et al. 2005; Park et al. 2012). Briefly, two-week-old rice seedlings were transferred soil to tap water for 2 days. After adaptation, the rice seedlings were treated with 1 mM of cordycepin (3′-deoxyadenosine) (Sigma, USA) through roots uptake for 30 min. After the treatment, the leaf tissues were harvested at indicated time points. RNA extraction, first-strand synthesis, and qRT-PCR were performed as described in “RNA Isolation and Quantitative Real-Time PCR Analysis.” Half-lives were calculated using Sigma plot software (Sigma Plot v10.0; http://www.systat.com).

### Drought Stress Treatments and Tolerance Evaluation

Non-Transgenic (NT) (*O. sativa* cv. Nakdong for *OsGRP3*^*OE*^ and *O. sativa* cv. Dongjin for *OsGRP3*^*KD*^), *OsGRP3*^*OE*^ and *OsGRP3*^*KD*^ plants were sown on MS solid medium and incubated in a dark growth chamber for 4 days at 28 °C. Seedlings were then transferred to a growth chamber with a light and dark cycle of 16 h light/8 h dark and grown for one additional day before transplanting into soil. Thirty plants from each line were transplanted into ten soil pots (4 × 4 × 6 cm: three plants per pot) within a container (59 × 38.5 × 15 cm) and grown for additional 4 weeks in a greenhouse (16 h light/ 8 h dark cycle) at 30 °C. Drought stress was imposed by sequentially withholding water for 3 days and re-watering for 10 days (Fig. 2). In case of air-drying drought treatment (Figs. 1d, 6, and 7), whole plants were exposed to air by removing the plants from their pots for several hours. Drought-induced symptoms were monitored by imaging transgenic and NT plants at the indicated time points after the drought treatments using a NEX-5 N camera (Sony, Japan). The soil moisture content was measured using the SM150 Soil Moisture Sensor (Delta-T Devices, UK). Transient chlorophyll a fluorescence was measured using the Handy-PEA fluorimeter (Hansatech Instruments, UK). Chlorophyll A fluorescence was measured from the longest leaves of each plant after 1 h of dark adaptation to ensure sufficient opening of the reaction center. Measurement was performed at apex, middle, and base regions of leaves using the Handy-PEA fluorimeter. Thirty measurements per line were averaged using the HANDY-PEA software (version 1.31).

### Histochemical Staining and Measurement of H_2_O_2_

Accumulation of H_2_O_2_ was examined based on histochemical staining by 3, 3′-diaminobenzidine (DAB) as described before (Liu et al. 2012). NT and transgenic leaves of 2 weeks old plants were air-dried for different time intervals (1, 2, 3 h). These leaves were vacuum infiltrated into 1 mg/ml fresh DAB solution (pH 3.8) prepared in 10 mM phosphate buffer (pH 7.8) and incubated in dark cabinet overnight. The stained leaves were then fixed with a solution of 3:1:1 ethanol:lactic acid: glycerol and photographed. The H_2_O_2_ level was measured as described before (Kim et al. 2007a). The 2 weeks old plants (0.3 g fresh weight) were ground in 50 mM phosphate buffer (pH 6.8), and the homogenate was centrifuged at 6000 g for 25 min. To determine the H_2_O_2_ level, 3 ml of the extracted solution was mixed with 1 ml of 0.1% titanium chloride in 20% (v/v) H_2_O_2_, and the mixture was then centrifuged at 6000 g for 15 min. The absorbance of the supernatant was measured at 410 nm, and the H_2_O_2_ level was calculated based on the standard curve generated using authentic H_2_O_2._

### Accession Numbers

Genes from this article can be found in the National Center for Biotechnology Information (http://www.ncbi.nlm.nih.gov/) under the following accession numbers: GSE151351 (RNA-seq), *GRP3* (Os03g0670700), *PR5* (Os12g0629700), *DCP1* (Os12g0156400), *PABP8* (Os09g0115400), *LEA17* (Os03g0322900), *FX1* (Os05g0369900), *POX1* (Os01g026330), *MT1d* (Os12g0571100), *CCD1* (Os08g0371200), *DOPA* (Os01g0878900), *LRR* (Os01g0162300), *LOX* (Os10g0361000), *SAM1*(Os01g0293000).

## Supplementary Information

**Additional file 1: Table S1**. List of primers used in this study

**Additional file 2: Table S2**. List of up- and down-regulated genes in *OsGRP3*^*OE*^ transgenic plants compared to non-transgenic plants

**Additional file 3: Table S3**. Up-regulated genes in *OsGRP3*^*OE*^ transgenic rice plants in comparison with non-transgenic plants

**Additional file 4: Table S4**. List of up- and down-regulated genes in *OsGRP3*^*KD*^ transgenic plants compared to non-transgenic plants

**Additional file 5: Table S5**. Analysis of half-life in non-transgenic, *OsGRP3*^*OE,*^ and *OsGRP3*^*KD*^ transgenic plants

**Additional file 6: Fig. S1**. Phylogenetic analysis of *OsGRP* genes. **Fig. S2**. Expression levels of *OsGRP3* in various rice tissues at different developmental stages. **Fig. S3**. Expression patterns of *OsGRPs* under drought conditions. **Fig. S4**. Drought tolerance of *OsGRP3*^*OE*^ plants. **Fig. S5**. Drought tolerance of *OsGRP3-GFP*^*OE*^ and *MYC*-*OsGRP3*^*OE*^ plants and subcellular localization of OsGRP3 in leaves. **Fig. S6**. Effect of ABA treatments on subcellular localization of OsGRP3. **Fig. S7**. Effect of mannitol treatments on subcellular localization of OsGRP3 in rice protoplasts. **Fig. S8**. Effect of heat treatments on subcellular localization of OsGRP3 in rice protoplasts. **Fig. S9**. Effects of *OsGRP3* on the stability of *DOPA* and *LOX* transcripts. **Fig. S10**. Expression patterns of *OsGRP3*, *DOPA,* and *LOX* under drought conditions

## Data Availability

The datasets supporting the conclusions of this article are provided within the article and its additional files.

## Abbreviations

GRPs: Glycine-rich RNA binding proteins
RRM: RNA-recognition motif
GA: Gibberellin
mRNPs: messenger ribonucleoprotein complexes
DCP1: DECAPPING 1
PABP8: POLY (A) BINDING PROTEIN 8
PR: Pathogenesis-related
LEA17: LATE EMBRYOGENESIS ABUNDANT PROTEIN 17
FX1: EXOCYST SUBUNIT EXO70 FAMILY PROTEIN FX1
POX1: PEROXIDASE 1
MT1d: METALLOTHIONEIN 1d
CCD1: CAROTENOID 9, 10-CLEAVAGE DIOXYGENASE 1
DOPA: 4,5-DOPA DIOXYGENASE EXTRADIOL-LIKE PROTEIN
LRR: LEUCINE-RICH REPEAT DOMAIN CONTAINING PROTEIN
LOX: LIPOXYGENASE
SAM1: S-ADENOSYLMETHOININE SYNTHETASE 1
ROS: reactive oxygen species
PM1: PLASMA MEMBRANE PROTEIN 1

## References

[CR1] Ali S, Ganai BA, Kamili AN, Bhat AA, Mir ZA, Bhat JA, Tyagi A, Islam ST, Mushtaq M, Yadav P, Rawat S, Grover A (2018). Pathogenesis-related proteins and peptides as promising tools for engineering plants with multiple stress tolerance. Microbiol Res.

[CR2] Auldridge ME, Block A, Vogel JT, Dabney-Smith C, Mila I, Bouzayen M, Magallanes-Lundback M, DellaPenna D, McCarty DR, Klee HJ (2006). Characterization of three members of the Arabidopsis carotenoid cleavage dioxygenase family demonstrates the divergent roles of this multifunctional enzyme family. Plant J.

[CR3] Bogamuwa S, Jang JC (2013). The Arabidopsis tandem CCCH zinc finger proteins AtTZF4, 5 and 6 are involved in light-, abscisic acid- and gibberellic acid-mediated regulation of seed germination. Plant Cell Environ.

[CR4] Bolger AM, Lohse M, Usadel B (2014). Trimmomatic: a flexible trimmer for Illumina sequence data. Bioinformatics.

[CR5] Chen X, Q-c Z, Lu X-p, Yu D-q, W-z L (2010). Characterization and expression analysis of four glycine-rich RNA-binding proteins involved in osmotic response in tobacco (*Nicotiana tabacum cv. Xanthi*). Agric Sci China.

[CR6] Ciuzan O, Hancock J, Pamfil D, Wilson I, Ladomery M (2015). The evolutionarily conserved multifunctional glycine-rich RNA-binding proteins play key roles in development and stress adaptation. Physiol Plant.

[CR7] Condit CM, Meagher RB (1986). A gene encoding a novel glycine-rich structural protein of petunia. Nature.

[CR8] Duan J, Cai W (2012). *OsLEA3-2*, an abiotic stress induced gene of rice plays a key role in salt and drought tolerance. PLoS One.

[CR9] Fusaro AF, Bocca SN, Ramos RL, Barroco RM, Magioli C, Jorge VC, Coutinho TC, Rangel-Lima CM, De Rycke R, Inze D, Engler G, Sachetto-Martins G (2007). AtGRP2, a cold-induced nucleo-cytoplasmic RNA-binding protein, has a role in flower and seed development. Planta.

[CR10] Gill SS, Tuteja N (2010). Reactive oxygen species and antioxidant machinery in abiotic stress tolerance in crop plants. Plant Physiol Biochem.

[CR11] Grennan AK (2011). Metallothioneins, a diverse protein family. Plant Physiol.

[CR12] Hackmann C, Korneli C, Kutyniok M, Koster T, Wiedenlubbert M, Muller C, Staiger D (2014). Salicylic acid-dependent and -independent impact of an RNA-binding protein on plant immunity. Plant Cell Environ.

[CR13] Han M, Kim CY, Lee J, Lee SK, Jeon JS (2014). *OsWRKY42* represses *OsMT1d* and induces reactive oxygen species and leaf senescence in rice. Mol Cell.

[CR14] Jan A, Maruyama K, Todaka D, Kidokoro S, Abo M, Yoshimura E, Shinozaki K, Nakashima K, Yamaguchi-Shinozaki K (2013). OsTZF1, a CCCH-tandem zinc finger protein, confers delayed senescence and stress tolerance in rice by regulating stress-related genes. Plant Physiol.

[CR15] Jang IC, Choi WB, Lee KH, Song SI, Nahm BH, Kim JK (2002). High-level and ubiquitous expression of the rice cytochrome c gene *OsCc1* and its promoter activity in transgenic plants provides a useful promoter for transgenesis of monocots. Plant Physiol.

[CR16] Jang I-C, Nahm BH, Kim J-K (1999). Subcellular targeting of green fluorescent protein to plastids in transgenic rice plants provides a high-level expression system. Mol Breed.

[CR17] Jeong JS, Kim YS, Baek KH, Jung H, Ha SH, Do Choi Y, Kim M, Reuzeau C, Kim JK (2010). Root-specific expression of *OsNAC10* improves drought tolerance and grain yield in rice under field drought conditions. Plant Physiol.

[CR18] Kang H, Park SJ, Kwak KJ (2013). Plant RNA chaperones in stress response. Trends Plant Sci.

[CR19] Kaur R, Chakraborty A, Bhunia RK, Sen SK, Ghosh AK (2017). Tolerance to soil water stress by *Oryza sativa* cv. IR20 was improved by expression of *Wsi18* gene locus from *Oryza nivara*. Biol Plant.

[CR20] Kedersha N, Stoecklin G, Ayodele M, Yacono P, Lykke-Andersen J, Fritzler MJ, Scheuner D, Kaufman RJ, Golan DE, Anderson P (2005). Stress granules and processing bodies are dynamically linked sites of mRNP remodeling. J Cell Biol.

[CR21] Keene JD, Komisarow JM, Friedersdorf MB (2006). RIP-Chip: the isolation and identification of mRNAs, microRNAs and protein components of ribonucleoprotein complexes from cell extracts. Nat Protoc.

[CR22] Kim JS, Jung HJ, Lee HJ, Kim KA, Goh C-H, Woo Y, Oh SH, Han YS, Kang H (2008). Glycine-rich RNA-binding protein7 affects abiotic stress responses by regulating stomata opening and closing in *Arabidopsis thaliana*. Plant J.

[CR23] Kim JS, Park SJ, Kwak KJ, Kim YO, Kim JY, Song J, Jang B, Jung CH, Kang H (2007). Cold shock domain proteins and glycine-rich RNA-binding proteins from Arabidopsis thaliana can promote the cold adaptation process in *Escherichia coli*. Nucleic Acids Res.

[CR24] Kim JY, Kim WY, Kwak KJ, Oh SH, Han YS, Kang H (2010). Glycine-rich RNA-binding proteins are functionally conserved in *Arabidopsis thaliana* and *Oryza sativa* during cold adaptation process. J Exp Bot.

[CR25] Kim JY, Park SJ, Jang B, Jung CH, Ahn SJ, Goh CH, Cho K, Han O, Kang H (2007). Functional characterization of a glycine-rich RNA-binding protein 2 in *Arabidopsis thaliana* under abiotic stress conditions. Plant J.

[CR26] Kim YO, Pan S, Jung CH, Kang H (2007). A zinc finger-containing glycine-rich RNA-binding protein, atRZ-1a, has a negative impact on seed germination and seedling growth of Arabidopsis thaliana under salt or drought stress conditions. Plant Cell Physiol.

[CR27] Kumar G, Kushwaha HR, Panjabi-Sabharwal V, Kumari S, Joshi R, Karan R, Mittal S, Pareek SLS, Pareek A. Clustered metallothionein genes are co-regulated in rice and ectopic expression of OsMT1e-P confeavenging. BMC Plant Biol 2012;12:107. 10.1186/1471-2229-12-10710.1186/1471-2229-12-107PMC349103522780875

[CR28] Kwak KJ, Park SJ, Han JH, Kim MK, Oh SH, Han YS, Kang H (2011). Structural determinants crucial to the RNA chaperone activity of glycine-rich RNA-binding proteins 4 and 7 in Arabidopsis thaliana during the cold adaptation process. J Exp Bot.

[CR29] Lee DK, Kim HI, Jang G, Chung PJ, Jeong JS, Kim YS, Bang SW, Jung H, Choi YD, Kim JK (2015). The NF-YA transcription factor OsNF-YA7 confers drought stress tolerance of rice in an abscisic acid independent manner. Plant Sci.

[CR30] Li R, Liu C, Zhao R, Wang L, Chen L, Yu W, Zhang S, Sheng J, Shen L (2019). CRISPR/Cas9-mediated *SlNPR1* mutagenesis reduces tomato plant drought tolerance. BMC Plant Biol.

[CR31] Liang Y, Kang K, Gan L, Ning SB, Xiong JY, Song SY, Xi LZ, Lai SY, Yin YT, Gu JW, Xiang J, Li SS, Wang BS, Li MT (2019). Drought-responsive genes, late embryogenesis abundant group3 (LEA3) and vicinal oxygen chelate, function in lipid accumulation in Brassica napus and Arabidopsis mainly via enhancing photosynthetic efficiency and reducing ROS. Plant Biotechnol J.

[CR32] Lidder P, Gutierrez RA, Salome PA, McClung CR, Green PJ (2005). Circadian control of messenger RNA stability. Association with a sequence-specific messenger RNA decay pathway. Plant Physiol.

[CR33] Liu WX, Zhang FC, Zhang WZ, Song LF, Wu WH, Chen YF (2013). *Arabidopsis* Di19 functions as a transcription factor and modulates *PR1*, *PR2*, and *PR5* expression in response to drought stress. Mol Plant.

[CR34] Liu Z, Zhang Z, Faris JD, Oliver RP, Syme R, McDonald MC, McDonald BA, Solomon PS, Lu S, Shelver WL, Xu S, Friesen TL (2012). The cysteine rich necrotrophic effector SnTox1 produced by Stagonospora nodorum triggers susceptibility of wheat lines harboring Snn1. PLoS Pathog.

[CR35] Liu ZZ, Wang JL, Huang X, Xu WH, Liu ZM, Fang RX (2003). The promoter of a rice glycine-rich protein gene, *Osgrp-2*, confers vascular-specific expression in transgenic plants. Planta.

[CR36] Löhr B, Streitner C, Steffen A, Lange T, Staiger D (2014). A glycine-rich RNA-binding protein affects gibberellin biosynthesis in *Arabidopsis*. Mol Biol Rep.

[CR37] Lorkovic ZJ (2009). Role of plant RNA-binding proteins in development, stress response and genome organization. Trends Plant Sci.

[CR38] Lummer M, Humpert F, Steuwe C, Caesar K, Schuttpelz M, Sauer M, Staiger D (2011). Reversible photoswitchable DRONPA-s monitors nucleocytoplasmic transport of an RNA-binding protein in transgenic plants. Traffic.

[CR39] Magdalena C, Michal R (2018). Plant glycine-rich proteins in stress response: an emerging, still prospective story. Front Plant Sci.

[CR40] Meyer K, Köster T, Nolte C, Weinholdt C, Lewinski M, Grosse I, Staiger D (2017). Adaptation of iCLIP to plants determines the binding landscape of the clock-regulated RNA-binding protein *At*GRP7. Genome Biol.

[CR41] Nisar N, Li L, Lu S, Khin Nay C, Pogson Barry J (2015). Carotenoid metabolism in plants. Mol Plant.

[CR42] Park AR, Cho SK, Yun UJ, Jin MY, Lee SH, Sachetto-Martins G, Park OK (2001). Interaction of the Arabidopsis receptor protein kinase Wak1 with a glycine-rich protein, AtGRP-3. J Biol Chem.

[CR43] Park SH, Chung PJ, Juntawong P, Bailey-Serres J, Kim YS, Jung H, Bang SW, Kim YK, Do Choi Y, Kim JK (2012). Posttranscriptional control of photosynthetic mRNA decay under stress conditions requires 3′ and 5′ untranslated regions and correlates with differential polysome association in rice. Plant Physiol.

[CR44] Peritz T, Zeng F, Kannanayakal TJ, Kilk K, Eiriksdottir E, Langel U, Eberwine J (2006). Immunoprecipitation of mRNA-protein complexes. Nat Protoc.

[CR45] Pinheiro C, Chaves MM (2010). Photosynthesis and drought: can we make metabolic connections from available data?. J Exp Bot.

[CR46] Pomeranz MC, Hah C, Lin PC, Kang SG, Finer JJ, Blackshear PJ, Jang JC (2010). The Arabidopsis tandem zinc finger protein AtTZF1 traffics between the nucleus and cytoplasmic foci and binds both DNA and RNA. Plant Physiol.

[CR47] Qiu Y, Yu D (2009). Over-expression of the stress-induced *OsWRKY45* enhances disease resistance and drought tolerance in *Arabidopsis*. Environ Exp Bot.

[CR48] Ringli C, Hauf G, Keller B (2001). Hydrophobic interactions of the structural protein GRP1.8 in the cell wall of protoxylem elements. Plant Physiol.

[CR49] Schmidt F, Marnef A, Cheung MK, Wilson I, Hancock J, Staiger D, Ladomery M (2010). A proteomic analysis of oligo(dT)-bound mRNP containing oxidative stress-induced Arabidopsis thaliana RNA-binding proteins ATGRP7 and ATGRP8. Mol Biol Rep.

[CR50] Schoning JC, Streitner C, Meyer IM, Gao Y, Staiger D (2008). Reciprocal regulation of glycine-rich RNA-binding proteins via an interlocked feedback loop coupling alternative splicing to nonsense-mediated decay in Arabidopsis. Nucleic Acids Res.

[CR51] Seo Y-S, Chern M, Bartley LE, Han M, Jung K-H, Lee I, Walia H, Richter T, Xu X, Cao P, Bai W, Ramanan R, Amonpant F, Arul L, Canlas PE, Ruan R, Park C-J, Chen X, Hwang S, Jeon J-S, Ronald PC (2011). Towards establishment of a rice stress response interactome. PLoS Genet.

[CR52] Shim JS, Oh N, Chung PJ, Kim YS, Choi YD, Kim J-K (2018) Overexpression of *OsNAC14* improves drought tolerance in rice. Front Plant Sci 9. 10.3389/fpls.2018.0031010.3389/fpls.2018.00310PMC585518329593766

[CR53] Streitner C, Hennig L, Korneli C, Staiger D (2010). Global transcript profiling of transgenic plants constitutively overexpressing the RNA-binding protein *At*GRP7. BMC Plant Biol.

[CR54] Streitner C, Koster T, Simpson CG, Shaw P, Danisman S, Brown JW, Staiger D (2012). An hnRNP-like RNA-binding protein affects alternative splicing by *in vivo* interaction with transcripts in *Arabidopsis thaliana*. Nucleic Acids Res.

[CR55] Thanin C, Julia B-S (2018). Polysomes, stress granules, and processing bodies: a dynamic triumvirate controlling cytoplasmic mRNA fate and function. Plant Physiol.

[CR56] Walter MH, Strack D (2011). Carotenoids and their cleavage products: biosynthesis and functions. Nat Prod Rep.

[CR57] Wang B, Wang G, Shen F, Zhu S (2018) A glycine-rich RNA-binding protein, CsGR-RBP3, is involved in defense responses against cold stress in harvested cucumber (Cucumis sativus L.) fruit. Front Plant Sci 9:540. 10.3389/fpls.2018.0054010.3389/fpls.2018.00540PMC592585029740470

[CR58] Wolozin B (2012). Regulated protein aggregation: stress granules and neurodegeneration. Mol Neurodegener.

[CR59] Wu J, Kim SG, Kang KY, Kim J-G, Park S-R, Gupta R, Kim YH, Wang Y, Kim ST (2016). Overexpression of a pathogenesis-related protein 10 enhances biotic and abiotic stress tolerance in rice. Plant Pathol J.

[CR60] Wu KL, Guo ZJ, Wang HH, Li J (2005). The WRKY family of transcription factors in rice and Arabidopsis and their origins. DNA Res.

[CR61] Xu D, Lei M, Wu R (1995). Expression of the rice *Osgrp1* promoter-Gus reporter gene is specifically associated with cell elongation/expansion and differentiation. Plant Mol Biol.

[CR62] Yang DH, Kwak KJ, Kim MK, Park SJ, Yang KY, Kang H (2014). Expression of Arabidopsis glycine-rich RNA-binding protein AtGRP2 or AtGRP7 improves grain yield of rice (*Oryza sativa*) under drought stress conditions. Plant Sci.

[CR63] Yao L, Cheng X, Gu Z, Huang W, Li S, Wang L, Wang Y-F, Xu P, Ma H, Ge X (2018). The AWPM-19 family protein OsPM1 mediates abscisic acid influx and drought response in rice. Plant Cell.

[CR64] Yao LM, Jiang YN, Lu XX, Wang B, Zhou P, Wu TL. Overexpression of a glycine-rich protein gene in *Lablab purpureus* improves abiotic stress tolerance. Genet Mol Res 2016;15(4). 10.4238/gmr1504806410.4238/gmr1504806327813556

[CR65] Yoshida S, Forno AD, Cock HJ, Gomez AK (1976). Laboratory manual for physiological studies of rice.

[CR66] You J, Chan Z (2015). ROS regulation during abiotic stress responses in crop plants. Front Plant Sci.

[CR67] Zhu W, Zhao D-X, Miao Q, Xue T-T, Li X-Z, Zheng C-C (2009). *Arabidopsis thaliana* metallothionein, AtMT2a, mediates ROS balance during oxidative stress. J Plant Biol.

How the deposited data were processed for this re-analysis (not part of the article)

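Leaf RNA was sequenced from *OsGRP3* OE plants and NT plants of cultivar Nakdong and from *OsGRP3* KD plants and NT plants of cultivar Dongjin, with 2 libraries per group and 8 libraries in all. The authors deposited a gene table for all libraries and a transcript file per library, whose headers name HISAT alignments and all give the same StringTie command. Estimated counts in the gene table were made by the authors from StringTie coverage, as the sum over a gene's transcripts of coverage times transcript length divided by read length, rounded up. They were already whole and were used without rounding. The analysis had been designed for plain read counts, and these estimated counts took their place. FPKM values in the gene table were made by the authors as the sum of the StringTie FPKM of a gene's transcripts. TPM values were made by the authors with StringTie and have the same sum in every library. The coverage of transcripts and exons in the deposited files was made by the authors with StringTie as the mean number of reads over each base.

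The total of the estimated counts per library was between 25836946 and 38940899, and the number of genes with 0 counts was between 11070 and 11903 in 6 libraries and 13721 and 13166 in the NT Dongjin libraries. At these totals a gene with fewer than about 10 counts per library has a wide counting error, and a gene with 0 counts in a whole group was given a lower bound against a floor of 3 counts. For a gene with 1 to 3 counts in a group, the ratio of counts is given with its exact 95% counting interval.

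Analyses were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and in Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9. The counts were normalized by TMM, filtered by edgeR's filterByExpr and fitted by edgeR's quasi-likelihood method with a mean for each of the 4 groups. The contrasts were *OsGRP3* OE against NT Nakdong, *OsGRP3* KD against NT Dongjin, and the difference between both. Genes were called at 2-fold with an unadjusted p under 0.05, the threshold in the paper's methods, and at 2-fold with a Benjamini-Hochberg adjusted p under 0.05. Gene sets were tested by limma's camera with a preset correlation of 0.01 and adjusted over 4 tests. The correlation of fold changes is across genes and has no p-value.

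The genes named are those of Table 1, those of Table S3 that are quoted singly, and in each comparison the 5 with the largest rise and the 5 with the largest fall past the adjusted threshold, with a mean of at least 1 on the log2 CPM scale and both transgenic libraries on the same side of both NT libraries. The metallothionein gene Os01g0149800 was named after its values were seen. The gene sets for PR proteins and ROS were picked by keywords from the deposited descriptions. Lists of histone, B-type cyclin and expansin genes, of clock genes and of genes that respond to handling were also examined, as well as the OsGRP family. The 28 tested genes of the handling list had a median log2 fold change of -0.04 in *OsGRP3* OE and 1 in *OsGRP3* KD plants.

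The alternatives were size factors by the median-of-ratios method, DESeq2's Wald test, no filter on low counts, at least 10 counts in every library, only the 4 libraries of a comparison, a replicate block within each cultivar, limma on log2(FPKM + 1) with and without a filter at a mean FPKM of 0.5, limma on log2(FPKM + 0.1), and comparisons of quantile-normalized log2(FPKM + 1) gene by gene and transcript by transcript. Each replicate was also left out in turn, for fold changes only. These choices were made before the data were examined. Counts of the 3′-most exon of each transcript were added after the data were seen.

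The methods were tested on simulated data with 200 changed genes for the *OsGRP3* OE comparison. There edgeR, on the 23822 genes that passed its filter, recovered 96% of the changed genes at the unadjusted and 84.5% at the adjusted threshold, with 319 and 10 unchanged genes called, and the gene-by-gene comparison, on 24383 genes, recovered 81% and 0%. In the simulation the gene-by-gene comparison used quantile-normalized log2(CPM + 1) in place of FPKM. Enrichment of gene ontology terms was left out because no such annotation was used here, and qRT-PCR and RNA immunoprecipitation results were left out because no data of these were analysed.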

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

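In this part, the tests of a genotype difference between the cultivars and of RNA integrity or library preparation, and the split by strand, were chosen only after the results were seen.

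The coverage of exons, which the paper does not analyse, set the NT Dongjin libraries apart from the rest. The median log2 ratio of first exon to last exon coverage was higher in both NT Dongjin libraries than in any of the other 6 libraries, with a smallest gap of 1.16. The ratio was taken over a single list of genes covered in every library, so different sets of genes entering it are ruled out by design. The gap was at least 1.12 on each strand, but the strands are parts of the same list and give no separate test. What stays open is a difference in RNA integrity or library preparation. In each of the other 6 libraries the ratio dropped from the shortest to the longest transcripts, with a smallest log2 drop of -1.56, against -0.26 and -0.25 in NT Dongjin, and fragmented RNA primed from its 3′ end may give such a drop. The files hold no integrity value and no date of preparation, so the NT Dongjin libraries as a batch and the knockdown cannot be told apart in the comparison of *OsGRP3* KD with NT plants. No biological explanation of the coverage was tested.

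In all, 105 genes, *CCD1*, *DOPA* and *LOX* of Table 1 among them, had 0 counts in both NT Dongjin libraries and at least 5 CPM in each of the other 6 libraries. The same count was 5 for NT Nakdong, 12 for *OsGRP3* OE and 0 for *OsGRP3* KD. A genotype difference between the cultivars Dongjin and Nakdong is argued against as the whole cause. Of 183 genes at 0 in NT Dongjin and expressed in the Nakdong libraries, 156 (85.2%) had at least 1 CPM in both *OsGRP3* KD libraries, which are of cultivar Dongjin too. A strain variant against the reference stays open. Only 1 of 59558 exons inside covered genes was without coverage in NT Dongjin, as against 0 of 55630, 1 of 53588 and 0 of 52150 in the other groups, but this count does not reach genes that are absent as a whole. The 105 genes formed 8 adjacent pairs along the chromosomes against 0.64 expected (permutation p = 1e-04, the smallest that 10000 draws can give), and a difference between the NT Dongjin and *OsGRP3* KD plants in their own genotype may be part of the cause, as may their growth or harvest. None of these was tested further.

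In the comparison of *OsGRP3* OE with NT Nakdong plants, 23 genes had at least 5 CPM in both NT Nakdong libraries and 0 counts in both *OsGRP3* OE libraries, and 21 genes the reverse. The paper does not discuss such genes as a group. A candidate explanation is a difference in genotype between these plants apart from the transgene, since genes lost or exchanged in a segment would be neighbours. The 44 genes formed 6 adjacent pairs against 0.11 expected (permutation p = 1e-04, the smallest that 10000 draws can give). Neighbours that are regulated together could add to this number. Between the replicates of a group, 5 genes in NT Nakdong, 28 in *OsGRP3* OE, 2 in NT Dongjin and 8 in *OsGRP3* KD were present in a single library and at 0 in the other. An effect of *OsGRP3* on these genes was not tested apart from the genotype.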

How the results depend on the processing

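In this part, only the counts of the 3′-most exon were chosen after the results were seen.

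Of 859 values of single genes (those named and the rest of Table S3) under the alternatives other than leaving out a library, 781 had the same direction and side of an adjusted p of 0.05, 63 were weaker, 12 stronger and 3 reversed. The reversed values were *FX1* in *OsGRP3* KD plants in the gene-by-gene comparison of quantile-normalized log2(FPKM + 1), at -0.03, and, with counts of the 3′-most exon, the wound-induced gene Os04g0635500 in *OsGRP3* KD plants, at -0.26, and the beta-glucanase-like gene Os07g0539900 in *OsGRP3* OE plants, at -0.02. The cause was not tested for any of them. Of 340 values with a library left out, 250 moved by less than the spread and 90 by more. In *OsGRP3* OE plants the sign changed with a library for *LEA17*, the *PR1* genes, *OsPR1-011*, *PR2*, *OsPR5*, *PBZ1*, *OsPR10b*, Os07g0539900, *OsWRKY45*, *CCD1*, *LOX* and the conserved hypothetical gene of Table 1, and in *OsGRP3* KD plants for the *PR1* genes. For *PR2* the values were from -0.06 to 2.73, for *OsPR1-011* from -1.83 to 2.71 and for *OsPR5* from -0.86 to 1.8, each lowest without *OsGRP3* OE replicate 1.

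*OsGRP3* kept its direction under every alternative, reached 2-fold under none and had an adjusted p under 0.05 under some. In *OsGRP3* OE plants this was at 0.51 with DESeq2 and 0.51 without a filter on low counts, and for the OsGRP3 log2 fold change, KD against NT, at -0.3 with size factors by the median-of-ratios method, -0.3 with DESeq2, -0.27 without a filter and -0.28 with only the 4 libraries of the comparison. The cause was not tested. With a library left out the values were from 0.34 to 0.67 and from -0.31 to -0.22.

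The numbers of called genes depended on the filter, the values and the test. With at least 10 counts in every library, which tests fewer genes, 154 genes were up and 220 down in *OsGRP3* OE plants (73 and 113 adjusted) and 3708 up in *OsGRP3* KD plants. With limma on log2(FPKM + 1), 152 were up and 292 down in *OsGRP3* OE and 3928 up in *OsGRP3* KD plants, and without its filter 152 up and 260 down (86 and 126 adjusted) and 3852 up. With limma on log2(FPKM + 0.1), 254 were up in *OsGRP3* OE plants. The gene-by-gene comparison gave 148 up and 176 down (5 and 11 adjusted) and 2914 up, and the comparison by transcript 224 up and 263 down (8 and 15 adjusted) and 3478 up. In simulated data with 200 changed genes the gene-by-gene comparison recovered 0% of the changed genes after adjustment. Its adjusted numbers in *OsGRP3* OE plants therefore say little on their own. A simulation with so few changed genes does not match *OsGRP3* KD plants, where the same comparison left 2195 genes up after adjustment. For the genes up, KD against NT, adjusted, the numbers were 3689 with at least 10 counts, 3684 with limma on unfiltered log2(FPKM + 1), 2195 gene by gene and 2278 by transcript. Apart from the number of genes tested, the cause was not tested. Counts of called genes have no value with a library left out, since a group would keep 1 library.

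Genes with opposite calls numbered 77 with at least 10 counts, 86 with limma on log2(FPKM + 1), 67 without its filter, 35 gene by gene, 63 with adjusted p-values in both comparisons and 986 without a fold threshold. Genes with the same direction numbered 90, 70, 61 and 46 under the first 4 of these, 170 with limma on log2(FPKM + 0.1), 82 with adjusted p-values and 1511 without a fold threshold. The correlation of fold changes was 0.09 with at least 10 counts and 0.07 with limma on log2(FPKM + 1), and from 0 to 0.06 with a library left out, where it changed sign without *OsGRP3* OE replicate 1. The cause was not tested.

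Of the genes in Table 1, 2 had the table's signs in both lines and 3 differed between the lines with at least 10 counts in every library, which leaves fewer of them to test. With a library left out, the number with the table's signs was from 4 to 8. The difference between the lines has no value with only the 4 libraries of a comparison. Of the genes in Table S3, 1 was up in *OsGRP3* OE plants with at least 10 counts, 1 with limma on log2(FPKM + 0.1), 1 with counts of the 3′-most exon, 0 with limma on log2(FPKM + 1), 0 without its filter and 0 gene by gene, against 2 in the edgeR fit. In the other direction, 3 of its *PR* genes were up without a filter on low counts. The median over Table S3 in *OsGRP3* OE plants, at 0.48, was -0.12 without *OsGRP3* OE replicate 1, and that over its *PR* genes, at 0.73, was -0.19. The cause was not tested.

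The PR set in *OsGRP3* OE plants had a p under 0.05 at -0.08 with only the 4 libraries of the comparison and at -0.1 with limma on log2(FPKM + 1), and its sign changed, at 0 when rounded, gene by gene. With a library left out its median was from -0.15 to 0.05. In *OsGRP3* KD plants the PR set, at 1.06, did not have a p under 0.05 with an estimated correlation, which widens the test by construction, and with a library left out it was from 0.63 to 1.12. The ROS set in *OsGRP3* OE plants had a median near 0 whose sign changed, to 0 when rounded without a filter on counts, 0 with limma on unfiltered log2(FPKM + 1) and 0 gene by gene, -0.01 with only the 4 libraries, -0.01 with counts of the 3′-most exon, -0.04 with limma on log2(FPKM + 1) and -0.05 with limma on log2(FPKM + 0.1). With a library left out it was from -0.03 to 0.02, and from 1.18 to 1.53 in *OsGRP3* KD plants. The cause was not tested.

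A block by replicate number within each cultivar changed 2 of 20 results, with 1 gene of Table S3 up and a median of -0.01 for the ROS set in *OsGRP3* OE plants. The deviations of libraries with the same replicate number had a correlation of -0.03 in Nakdong and 0 in Dongjin, so the numbers share only a label, and a pairing of the libraries is not given by the data.

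The change in the log2 ratio of first exon to last exon coverage of *OsGRP3* was 0.03 in *OsGRP3* OE plants over all transcripts but -0.11, -0.58, -0.19 and -0.18 for its 4 annotated transcripts alone, which is the opposite sign, and -0.29, -0.21, -0.53 and -1.01 in *OsGRP3* KD plants for its 4 transcripts. With a library left out it was from -0.44 to 0.5 and from -0.88 to -0.72. The cause was not tested. Depth limits *LEA17*, *FX1* in Dongjin, *OsWRKY79* and the *PR1* genes in Dongjin, where counts near 0 leave the size of a change open.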

Differences from the paper's values

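In this part, no test was chosen only after the results were seen, apart from counts of the 3′-most exon, which brought none of the values below to the paper's.

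It is not known whether the deposited libraries are those behind the paper's tables, and each difference below is to be read with this limit. The columns of Tables S2 and S4 name GRP4 in place of *OsGRP3*, Table S2 lists 374 transcripts where the paper counts 195 genes up and 190 down, and the FPKM values of Table S4 had a correlation of 0.364 to 0.535 with those of the libraries of the Dongjin background.

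For *OsGRP3* the fold change was 1.43 in *OsGRP3* OE plants against the paper's 3.1 and -1.2 in *OsGRP3* KD plants against the paper's -82.9. None of the alternatives set before the data were examined closed either gap.

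In *OsGRP3* OE plants, *FX1* was at 4.56 against the paper's 2.6. It was nearest to the paper's value at 3.25 with limma on log2(FPKM + 1) with or without its filter and at 3.27 without *OsGRP3* OE replicate 1. *LRR* was at -7.23 against the paper's -2.3. It was nearest to the paper's value at -1.95 with limma on log2(FPKM + 1) with or without its filter and at -1.82 gene by gene. For the other genes of Table 1 that differed, none of the alternatives set before the data were examined closed the gap. These were *PR5* at -2.32 against the paper's 2.3, *POX1* at -1.35 against the paper's -3.5, *MT1d* at 1.98 against the paper's -3, *CCD1* at 1.43 against the paper's -2.4, *DOPA* at 1.33 against the paper's -2.4, *LOX* at -1.01 against the paper's -2.2, the conserved hypothetical gene at 1.06 against the paper's -2 and *SAM1* at -6.8 against the paper's -2.

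In *OsGRP3* KD plants, *MT1d* was at 3.28 against the paper's 2.4. It was nearest to the paper's value at 2.16 with limma on log2(FPKM + 1) with or without its filter and at 2.61 without NT Dongjin replicate 2. *SAM1* was at 7.14 against the paper's 9, and nearest to it at 7.75 without *OsGRP3* KD replicate 2. The *PR1* genes Os07g0124900, Os07g0126301 and Os07g0125500 were at ratios of 27.3, 28.4 and 28.4 against the paper's -4.7, -4.7 and -4.6. Without *OsGRP3* KD replicate 1 each was at -5.01, near the paper's values, though this compares 0 counts in replicate 2 with 1 and 0 counts in the NT Dongjin libraries. None of the other alternatives closed these gaps. None of the alternatives set before the data were examined closed the gap for the rest. *FX1* was at 2.37 against the paper's -2.7, *PR5* at a ratio of 45.7 against the paper's -3.4, *POX1* at 74.9 against the paper's 3.7 and *LRR* at -2.35 against the paper's 2.3. *CCD1* was at least 470-fold higher against the paper's 2.1, *DOPA* at least 7090-fold against the paper's 2.4 and *LOX* at least 171-fold against the paper's 5.

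The number of genes up in *OsGRP3* OE plants was 425 against the paper's 195. Of the alternatives set before the data were examined, it was within 1.5 times the paper's with at least 10 counts in every library (154), limma on log2(FPKM + 1) with and without its filter (152 and 152), limma on log2(FPKM + 0.1) (254), and the comparisons of quantile-normalized values by gene (148) and by transcript (224), and not with the others. The number down was 633 against the paper's 190, and came within 1.5 times of it with at least 10 counts (220), limma on unfiltered log2(FPKM + 1) (260), and the comparisons by gene (176) and by transcript (263). The numbers in *OsGRP3* KD plants were 6003 up against the paper's 572 and 3471 down against the paper's 153, and 260 genes had opposite calls against the paper's 15. Of the *PR* genes of Table S3, 2 were up against the paper's 19. None of the alternatives set before the data were examined closed these 4 gaps. The last 2 are not like for like, since the paper's Table 1 prints P values above 0.05 for some genes. The *PR1* genes, which are also in Table S3, are among these. The paper's 15 genes and 19 *PR* genes were thus not all held to the threshold used here.

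Some settings called a gene that the paper lists and the edgeR fit did not. *LEA17* was called down in *OsGRP3* KD plants with only the 4 libraries of the comparison (-1.34 on the log2 scale), *OsPR1-011* up in *OsGRP3* OE plants without a filter on low counts (1.78), and the wound-induced gene Os08g0178650 up with limma on log2(FPKM + 0.1) (1.77).

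The paper describes the *WRKY* and *PR* genes of Table S3 as raised in *OsGRP3* OE plants. Of the 3 *WRKY* genes 2 were higher and 1 lower, and of the 18 *PR* genes tested 13 were higher and 5 lower, or 7 higher and 11 lower without *OsGRP3* OE replicate 1. The lower *WRKY* gene was *OsWRKY62*, with a log2 fold change of -1.02, and among the lower *PR* genes were the chitinase gene Os10g0542900, chitinase 8 and *OsPR10a*, at -1.87, -2.54 and -2.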

Other observations

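In this part, the tests of the authors' processing, of an exchange of libraries, of the cultivars, of the knockdown alone, of less elongating tissue and of the construct's own transcript were chosen only after the results were seen.

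Both NT Dongjin libraries lay far from the other 6 libraries, with a correlation of 0.769 to 0.822. Several single explanations are argued against as the whole cause. After thinning to a total of 25836946, NT Dongjin still had at least 1360 more genes at 0 than any other library, against a difference in library size. Without the 100 most abundant genes of each library, 98.2% of the calls in *OsGRP3* KD plants were kept, without each library's trend with transcript length 70.3%, and with counts of the 3′-most exon 72.4%, so that a few abundant genes, gene length or coverage along transcripts may each account for a part but not for all. The file headers hold 1 StringTie command line for all 8 libraries, against different processing by the authors at that step. Commands for trimming and alignment were not compared, so a difference there stays open. Within the NT Dongjin and *OsGRP3* KD pairs the lower correlation was 0.97, against an exchange of a library between them. *OsGRP3* KD libraries had a correlation of at least 0.919 with NT Nakdong, against a difference between cultivars, and NT Dongjin libraries of at most 0.778 with NT Nakdong, against the knockdown alone, since both are NT plants.

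Harvest at another time of day stays open for this pattern. *OsLHY*, seen before the test, had a mean TPM of 1800 in NT Dongjin and 115, 109 and 112 in NT Nakdong, *OsGRP3* OE and *OsGRP3* KD plants, and *OsPRR1* 1.37 against 11.1, 10.9 and 14. Of 4 clock genes not seen before, 2 moved as their phase predicts by at least 2-fold, Os04g0583900 (2.26 on the log2 scale) and Os11g0547000 (-4.32), and Os11g0621500 (0.74) and Os06g0142600 (0.96) did not. The 7 genes of the clock list had a median log2 fold change of 0.01 in *OsGRP3* OE and 0.2 in *OsGRP3* KD plants. Morning and evening genes are predicted to move in opposite directions, so this median can hide a shift. The values ran from -0.1 to 0.05 in *OsGRP3* OE and from -4.87 to 3.69 in *OsGRP3* KD plants. In *OsGRP3* KD plants 1 gene was up and 1 down past the adjusted threshold. Less dividing and elongating tissue in the NT Dongjin leaves also stays open. The median of 47 histone genes in NT Dongjin was lower than the lowest other group, with a log2 gap of -0.77. Random lists were compared on another value, the median difference of the genes from the mean of the other 6 libraries. It was -1.04 for the histone genes, and 0.03% of 10000 random lists were lower. The 8 B-type cyclin genes had a gap of -0.37 and a difference of -0.42, with 35.5% of random lists lower. For less elongating tissue alone, 25 expansin genes had a gap of -4.48 and a difference of -4.47, with 0% of random lists lower. Time of harvest and tissue cannot be told apart here, since the samples record no time or leaf position.

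The construct for *OsGRP3* OE plants carries the coding sequence and that for *OsGRP3* KD plants the 3′ untranslated region of *OsGRP3*, according to the paper's methods. The files mark no coding sequence, so the first and last exons were compared. The log2 ratio of first exon to last exon coverage changed by 0.03 in *OsGRP3* OE and by -0.8 in *OsGRP3* KD plants. Over all genes the median change in *OsGRP3* KD plants was -1.14, and 67.5% of 5232 genes were lower than *OsGRP3*, so that the difference in coverage along transcripts may account for it. Reads of the knockdown construct's own transcript stay open, since last exon coverage, scaled to library size, in the lower *OsGRP3* KD library was 1.19 times that in the higher NT Dongjin library.

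Among the other OsGRP genes, Os12g0632000 had a TPM of 307.3 and 309.3 in NT Dongjin, 1399.8 and 1359.4 in *OsGRP3* KD, 2161.4 and 2348.4 in NT Nakdong and 2169.3 and 2264.7 in *OsGRP3* OE plants. Os07g0187300 had 81 and 83.9 in NT Dongjin and 45.4 and 50.8 in *OsGRP3* KD plants, and Os05g0223200 was at 2.7 or less in every library. The size of a fall depended on the scaling. In CPM, Os07g0187300 had means of 65.1 and 54.9, a log2 fold change of -0.25 in the edgeR fit. *OsGRP3* had a TPM of 721.8 and 711.3 in NT Dongjin and 497.3 and 427.6 in *OsGRP3* KD plants, against mean CPM of 401 and 335.

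Changes in *OsGRP3* KD plants were ranked among genes past the adjusted threshold with a mean of at least 1 on the log2 CPM scale. The largest rises were in Os11g0645400 (at least 15300-fold), *DOPA*, Os03g0658800 (at least 4620-fold), Os05g0190500 (at least 3620-fold) and Os02g0662100 (at least 3610-fold), all at 0 in NT Dongjin. The largest falls, on the log2 scale, were in Os06g0255200 (-10.01), Os09g0252700 (-9.26), Os01g0148000 (-8.23), Os12g0104766 (-8.14) and Os02g0741500 (-8). Without *OsGRP3* KD replicate 1, Os06g0255200 was at -14.15 and Os09g0252700 at -13.96, since replicate 2 had 0 counts of both, and the adjusted p of Os09g0252700 was between 1.37e-10 without a filter on low counts and 0.0651 with DESeq2. All of these are in the comparison that is confounded with the NT Dongjin batch. The genes of Table S3 had a median log2 fold change of 1.57 in *OsGRP3* KD plants, with 10 up and 2 down at the unadjusted threshold, 0.4 in the gene-by-gene comparison and between 1.06 and 1.51 with a library left out.

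Table S4 lists 725 transcripts for *OsGRP3* KD plants. Of these, 632 belong to genes tested here and 440 had the same direction, 378 of 494 up and 62 of 138 down. The FPKM values that the table prints had a correlation of 0.364 to 0.535 with those of the deposited libraries of the Dongjin background. The columns of Tables S2 and S4 name GRP4 in place of *OsGRP3*, and it is not known whether the deposited libraries are those behind the tables.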
